# Opposing Wnt signals regulate cervical squamocolumnar homeostasis and emergence of metaplasia

**DOI:** 10.1038/s41556-020-00619-0

**Published:** 2021-01-18

**Authors:** Cindrilla Chumduri, Rajendra Kumar Gurumurthy, Hilmar Berger, Oliver Dietrich, Naveen Kumar, Stefanie Koster, Volker Brinkmann, Kirstin Hoffmann, Marina Drabkina, Panagiota Arampatzi, Dajung Son, Uwe Klemm, Hans-Joachim Mollenkopf, Hermann Herbst, Mandy Mangler, Jörg Vogel, Antoine-Emmanuel Saliba, Thomas F. Meyer

**Keywords:** Cancer, Developmental biology, Stem cells, Cell signalling

## Abstract

The transition zones of the squamous and columnar epithelia constitute hotspots for the emergence of cancer, often preceded by metaplasia, in which one epithelial type is replaced by another. It remains unclear how the epithelial spatial organization is maintained and how the transition zone niche is remodelled during metaplasia. Here we used single-cell RNA sequencing to characterize epithelial subpopulations and the underlying stromal compartment of endo- and ectocervix, encompassing the transition zone. Mouse lineage tracing, organoid culture and single-molecule RNA in situ hybridizations revealed that the two epithelia derive from separate cervix-resident lineage-specific stem cell populations regulated by opposing Wnt signals from the stroma. Using a mouse model of cervical metaplasia, we further show that the endocervical stroma undergoes remodelling and increases expression of the Wnt inhibitor Dickkopf-2 (DKK2), promoting the outgrowth of ectocervical stem cells. Our data indicate that homeostasis at the transition zone results from divergent stromal signals, driving the differential proliferation of resident epithelial lineages.

## Abstract (web summary)

Chumduri, Gurumurthy et al. show that cervical squamous and columnar epithelia derive from two stem cell populations, regulated by opposing Wnt signals, and that a Wnt-repressive environment can induce metaplasia.

## Main

Despite extensive self-organization abilities, the mucosal epithelial homeostasis is maintained by the local microenvironment, defined by complex interactions between epithelium and stroma. However, the microenvironment, when altered by various extrinsic and intrinsic factors, can result in disease. The boundaries between two different epithelial types (for example, between squamous stratified and columnar epithelia), termed transition zones, are found, for example, at endo–ectocervical and gastro–oesophageal junctions^1,2^. Transition zones are particularly susceptible to infections and development of neoplasia^1,2^. Cancers of transition zones occur as two major histological types: adenocarcinomas (ADC) and squamous cell carcinomas (SCC). Carcinogenesis at transition zones is often preceded by metaplasia—the replacement of one epithelium type by another^3^.

Cervical cancer is the fourth most common cancer in women^4^, more than 90% of which originate at the transition zone^5,6^. The cervix connects the uterine cavity with the vagina and consists of the ectocervix and the endocervix. The columnar epithelium lining the endocervix is contiguous with the uterine cavity and separated by the internal os, whereas the squamous epithelium of the ectocervix projects into the vagina. The external os marks the transition from the ectocervix to the endocervix, where the columnar epithelium meets the squamous epithelium, forming the squamocolumnar junction (SCJ). Under certain physiological or pathological conditions, the columnar epithelium at the SCJ is replaced by squamous metaplasia, creating a transformation zone^7–9^, but the underlying mechanisms remain unclear. Active metaplasia of the cervical transition zone is associated with risk of human papillomavirus (HPV) infection, an aetiological agent of cervical cancers^10–12^.

A diet deficient in vitamin A induces squamous metaplasia in mice^13^ and is associated with squamous metaplasia^14^ and a higher incidence of cervical cancer^15^ in humans. The earliest recognized sign of squamous metaplasia is the appearance of cuboidal cells beneath the columnar endocervical epithelium next to the transition zone. The origin of these cells has been variously assigned to undifferentiated subcolumnar reserve cells^16–18^, residual KRT7^+^ embryonic cells^19^, a basal cell ingrowth from the adjacent stratified epithelium, or even transdifferentiation of endocervical columnar or stromal cells^18^.

To identify the cellular subsets in the cervix and understand their interplay, we used single-cell RNA sequencing (scRNA-seq), to decipher regulatory relationships between individual cells in their niche context. Further, we used in vivo lineage tracing, tissue-mimetic epithelial 3D organoid models, single-molecule RNA in situ hybridization (smRNA-ISH) and a vitamin A-deficient mouse model of squamous metaplasia. We provide mechanistic insights into how cervical transition zone homeostasis is maintained, the cellular and molecular alterations that drive development of cervical squamous metaplasia and identify the cells that give rise to cervical ADC and SCC. Our study unravels the cervical cell subsets and reveals two committed adult epithelial stem cell types, which give rise to either squamous or columnar epithelial lineages. Homeostasis of these different epithelia at the SCJ is regulated by opposing Wnt gradients, and a shift towards a Wnt-repressive microenvironment drives squamous metaplasia.

## Results

### Distinct cellular origins of squamous and columnar epithelium

To determine the basic cellular features of the mouse endocervix, the ectocervix and the transition zone, we performed scRNA-seq of isolated cells from each tissue region (Fig. 1a, left). The generated data were combined to perform unsupervised clustering, and cluster identity was assigned on the basis of cell-type-specific marker expression (Fig. 1b,c, Extended Data Fig. 1a,b and Supplementary Table 1). Whereas the pattern of cell types in the endocervix was similar to that of the transition zone, subpopulations of epithelial, stromal, immune and smooth muscle cells in the ectocervix showed distinct transcriptional profiles (Fig. 1b and Extended Data Fig. 1a). An independent cluster analysis on the epithelial cell population to characterize their heterogeneity revealed two major epithelial cell types: *Krt5*^hi^/*Krt14*^hi^ squamous (Sq) and *Krt8*^hi^/*Krt*19^hi^ columnar (Co) cells. These were further divided into six transcriptionally distinct subclusters (Sq1, Sq2A, Sq2B, Sq3, Co1 and Co2) (Fig. 1d,e, Extended Data Fig. 1c and Supplementary Table 2). We designated myoepithelial cells (Me) as a *Krt5*^hi^/*Krt*14^hi^ subcluster that also expressed fibroblast markers, including *Col6a2* (Fig. 1d,e). The Sq1 subcluster was enriched for mitotic genes and expressed *Trp63, Birc5, Mki67, Cks2* and *Hmgb2*, indicating basal stem cells of the stratified ectocervix (Fig. 1f and Extended Data Fig. 1d–f). The Sq2A and Sq2B subclusters were enriched for skin development and stress or wounding response genes and expressed *Trp63, Krt15, Dkk3* and *Notch1*. The Sq3 subcluster was enriched for keratinocyte differentiation and skin development genes and expressed *Fam25c, Gm94, Krt6a* and *Krt10*, indicating differentiated squamous cells. The Co1 subcluster was enriched for genes for morphogenesis of branching epithelium and lipid catabolic processes, and expressed *Anpep, Cxcl17, Krt8* and *Krt18*. The Co2 subcluster was enriched for genes for stress response, apoptosis and response to unfolded proteins, and expressed *Krt19, Ltf, Muc1* and *Psca* (Fig. 1f, Extended Data Fig. 1g,h and Supplementary Table 3).

**Fig. 1:**
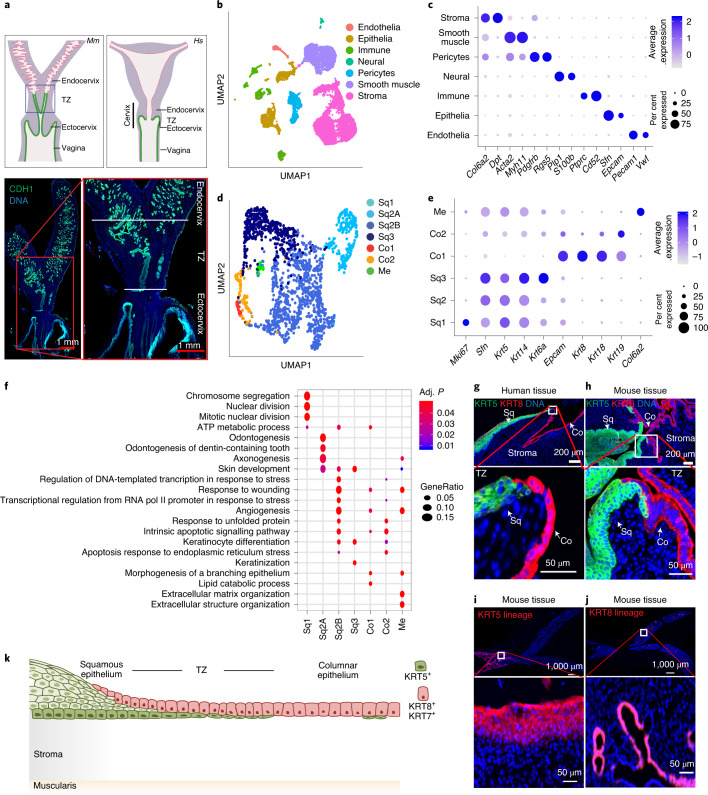
scRNA-seq of the cervix reveals distinct KRT5^+^ stratified and KRT8^+^ columnar epithelial lineages. **a**, Schematic of mouse (*Mm*) and human (*Hs*) female genital tract (FGT). Mouse FGT was outlined on the basis of immunostaining for the epithelial marker CDH1 (bottom) and markers in Fig. 8b and Extended Data Figs. 2b–d and 5. In humans and mice, the FGT consists of ovaries, fallopian tubes, uterus cervix and vagina. Mice (top left and bottom) have a bicornuate uterus (uterine horns), whereas humans (top right) have a single (simplex) uterus; both have a single vagina. Both species have ectocervix, endocervix and SCJ. The blue demarcation (top left), which includes the transition zone (TZ), serves to physically dissect this region from the endo- and ectocervical tissues. Boxed areas in the panel are enlarged; endocervix, transition zone and ectocervix are labelled; nuclei are labelled in blue. Data representative of *n* = 3 independent biological samples. **b**–**e**, scRNA-seq of healthy mouse ectocervix, endocervix and transition zone tissues. *n* = 3 biologically independent mouse experiments. **b**, Uniform manifold approximation and projection (UMAP) of the cellular subclusters. Single cells are colour coded by cluster annotation. **c**, Dot plot showing the expression of established markers associated with each cluster. Circle size indicates the percentage of cells in which the gene expression was detected. Fill colour depicts the normalized and scaled mean expression level. **d**, UMAP of epithelial subclusters colour coded by the cluster annotation (Co, columnar; Sq, squamous; Me, myoepithelial). **e**, Dot plot showing expression of markers within epithelial subclusters. Circle size and coloured scale as in **c**. **f**, Selection of gene ontology (GO) enrichment terms associated with each epithelial subcluster (Supplementary Table 3). Adj. *P*, adjusted *P*-value. **g**,**h**, Top: transition zone, including stratified and columnar epithelium from human (**g**) and mouse (**h**) cervix tissue sections immunolabelled with antibodies against KRT5 and KRT8; nuclei in blue. **i**,**j**, Top: tiled images of tissue sections from the genital system of 16-week-old *Krt5-Cre*^*ERT2*^*;Rosa26-tdTomato* (**i**) and *Krt8-Cre*^*ERT2*^*;Rosa26-tdTomato* (**j**) mice after tamoxifen induction at 4 weeks of age. **g**–**j**, Bottom: magnified view of boxed areas. **k**, Schematic representation of the stratified and columnar lineages and the transition zone of the cervix. Tiled images were acquired with an AxioScan imager. Data in **g**–**j** are representative of *n* = 3 biologically independent mice or human samples.

Fluorescence immunohistochemistry and smRNA-ISH confirmed that KRT5 and KRT8 mark the entire squamous stratified and columnar epithelia, respectively (Fig. 1g,h and Extended Data Fig. 2a–d). To test whether these two epithelia originate from distinct cell types, we used *Krt5-Cre*^*ERT2*^*;Rosa26-tdTomato* and *Krt8-Cre*^*ERT2*^*;Rosa26-tdTomato* mice to perform lineage tracing. Twelve weeks after induction, KRT5^+^ cells exclusively labelled the stratified epithelium, whereas KRT8^+^ cells exclusively labelled the endocervical epithelium (Fig. 1i,j). Both epithelia merged at the transition zone, with KRT5^+^ cells appearing to displace overlying KRT8^+^ columnar cells (Fig. 1k and Extended Data Fig. 2a,b). Thus, these two major epithelial cell types of the postnatal cervix originate from two distinct lineages.

### Opposing stromal Wnt signals define the epithelial borders at the transition zone

To identify which niche-derived signalling maintains these two lineages, we established stem cell-derived organoid models under defined conditions that facilitate long-term propagation. We tested various factors known to play a role in the maintenance of diverse adult stem cells, including the canonical Wnt agonists WNT3A and R-spondin-1 (RSPO1), FGF10, EGF, hydrocortisone, the cAMP pathway agonist forskolin (FSK), the BMP signalling inhibitor noggin, nicotinamide and the TGF-β pathway inhibitor A83-01^20–25^. EGF, FGF10, A83-01 and active BMP signalling were essential for the long-term maintenance of squamous stratified organoids derived from human and mouse ectocervix. By contrast, the presence of WNT3A and RSPO1 was detrimental for both the formation and long-term expansion of ectocervical organoids (Figs. 2a,b and Extended Data Fig. 3a,b). Growth was further increased in the presence of FSK (Fig. 2c). Because cAMP signalling is essential for EGF-mediated neuronal stem cell proliferation^26^, we speculate that FSK also synergizes EGF signalling in ectocervical stem cells. Ectocervical organoids from both humans and mice could be maintained for more than six months (Extended Data Figs. 3c and 6a). They fully recapitulated the in vivo tissue architecture with stratified layers decorated with E-cadherin (CDH1) (Fig. 2d). The outer layer consisted of p63^+^ basal cells that expressed the proliferation marker Ki67; differentiation into parabasal cells was consistent with p63 labelling decreasing towards the lumen (Fig. 2d). Cells derived from human endocervix gave rise to hollow organoids of a simple columnar epithelial layer when cultured in the presence of Wnt-proficient medium containing WNT3A and RSPO1 (Fig. 2e,f). These organoids faithfully resembled the in vivo tissue architecture with sporadic Ki67 staining (Extended Data Fig. 4a). Endocervical organoids could be maintained for more than seven months (Extended Data Fig. 4b).

**Fig. 2:**
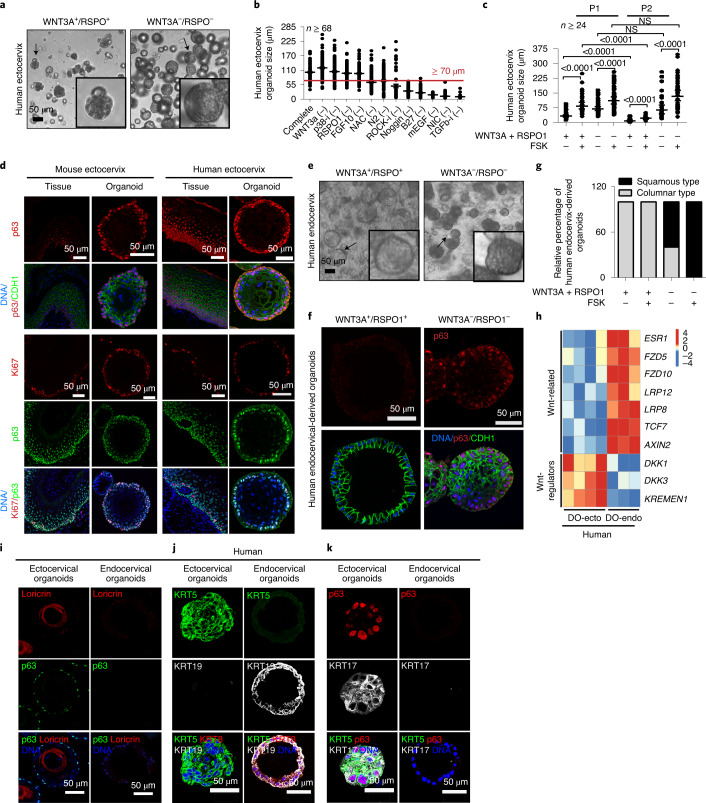
Wnt-signalling pathway agonists and antagonists have a crucial role in ecto- and endocervical development. **a**, Bright-field images of human ectocervical organoids. Cells isolated from ectocervical tissue were grown in Matrigel with different factors. Efficient squamous stratified organoid formation was dependent on the absence of WNT3A and RSPO1. Magnified images of organoids indicated with an arrow are included as insets. **b**, Mouse ectocervical organoid formation quantified by area in the absence of different components in the growth medium. Red line, 70 µm diameter; *n* represents the number of organoids quantified. p38-i, SB202190 (p38 inhibitor); NAC, *N*-acetyl-l-cysteine (inhibits reactive oxygen species formation); ROCK-i, Y-27632 (ROCK inhibitor); mEGF, mouse EGF; NIC, nicotinamide; TGFb-i, TGF-β receptor kinase inhibitor IV. **c**, Effect of growth factors on the ectocervical organoid size from passage (P)1 to P2. Data are mean ± s.e.m and *P*-values are shown on the graph. Statistical significance was determined using a two-tailed Student’s *t*-test. *n* represents the number of organoids quantified. **d**, Confocal images of sections from human and mouse cervix and organoids immunolabelled for CDH1, Ki67 and p63; nuclei are labelled in blue. Images are representative of *n* = 3 biologically independent mice or human samples. **e**, Bright-field images of human endocervical organoids. Cells isolated from endocervical tissue were grown in Matrigel with different factors. Wnt signalling was essential for the formation of columnar organoids, whereas its absence drove the formation of stratified squamous organoids. Magnified images of organoids indicated with an arrow are included as insets. **f**, Columnar and stratified human organoids derived from the endocervix, containing p63^**−**^ (columnar) and p63^**+**^ (stratified) cells. Both cell types expressed the epithelial marker CDH1. Images in **a**,**e**,**f** are representative of organoid cultures from biologically independent experiments derived from five donors. **g**, Percentage of columnar and squamous stratified organoids formed from human endocervical cells in the presence of different growth factors. *n* ≥ 30 organoids. **h**, Expression analysis of differentially regulated genes in human ectocervical versus endocervical organoids. Wnt-related genes were expressed at higher levels in endocervical organoids, whereas Wnt-regulator genes were expressed at higher levels in ectocervical organoids. Columns represent individual donors. Colour bar represents z-scored gene expression. **i**–**k**, Confocal images of human ectocervical stratified and endocervical columnar organoids immunolabelled for p63 and loricrin (**i**), KRT5, KRT8 and KRT19 (**j**), and p63, KRT5 and KRT17 (**k**). Data representative of independent biological samples from three donors. Statistical source data are provided in Source Data Fig. 2. Source data

Of note, endocervix-derived cells cultured in a Wnt-deficient medium (that is, without WNT3A and RSPO1) gave rise to p63^+^, KRT5^+^ stratified organoids, resembling ectocervix organoids (Fig. 2e–g and Extended Data Fig. 4c,e–g). Conversely, ectocervix-derived cells gave rise to only squamous organoids independently of Wnt (Fig. 2a). Since formation of columnar organoids was Wnt-dependent, unlike that of squamous organoids, we investigated the source of Wnt signals in the cervix. Microarray analysis of organoids shows that the transcriptional regulation of Wnt in endocervical cells diverged from that in the ectocervix; Wnt agonists were upregulated in the columnar epithelium, whereas the Wnt antagonists *DKK1* and *KREMEN1* were upregulated in the squamous epithelium (Fig. 2h and Supplementary Table 5). Further, transcriptional profiling and confocal microscopy of ecto- and endocervix-derived human organoids revealed distinct patterns of keratin expression in congruence with data from the respective tissues (Fig. 1e and Extended Data Figs. 1e–h and 4d). Ectocervical organoids expressed KRT5, p63, KRT17 and the luminal cell marker loricrin, whereas endocervical columnar organoids expressed KRT8 and KRT19 (Fig. 2i–k and Extended Data Fig. 4f).

To gain insights into how stromal factors contribute to these two distinct cervical epithelial homeostases, we determined the heterogeneity of stromal populations in the endocervix, ectocervix and transition zone. Unsupervised clustering analysis of combined scRNA-seq data revealed five transcriptionally distinct subclusters of stromal populations (Fig. 3a and Supplementary Table 4). The stromal 1 (S1), S2, and S3 subclusters represented cells from endocervix and transition zone, commonly expressing *Hes1*, *Nfkbia* and *Egr1*. The S2 subcluster highly expressed *Wnt16* and *Axin2*, and the S3 subcluster highly expressed *Mmp3*, *Adh1*, *Ces1d*, *Cxcl16*, *Rspo1* and *Rspo3*. Subclusters S4A and S4B represented ectocervical stromal cells; subcluster S4A showed preferential expression of *Sfrp1* and *Bmp4*, and subcluster S4B expressed *Dkk2* and *Crabp1* (Fig. 3b,c).

**Fig. 3:**
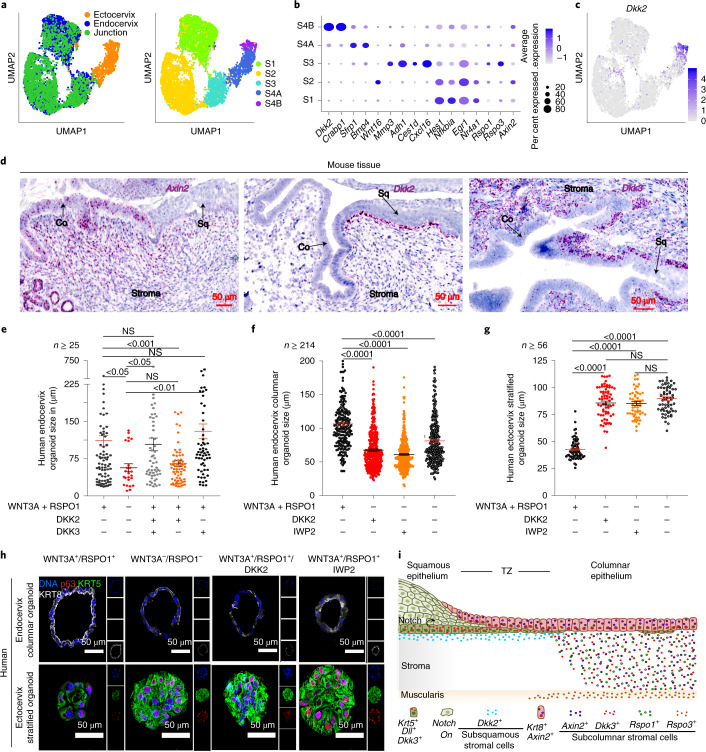
Stromal compartments of ecto- and endocervix show distinct patterns of expression. **a**, UMAP plot of stromal subclusters from healthy mouse ectocervix, endocervix and transition zone tissues coloured by sampled tissue (left) or by cluster annotation (right). **b**, Dot plot showing the expression of marker genes within stromal subclusters. Circle size indicates the percentage of cells in which the gene expression was detected. Fill colour depicts the normalized and scaled mean expression level. **c**, Normalized expression values of *Dkk2* on the UMAP. Colour bar represents normalized gene expression. **d**, smRNA-ISH of mouse transition zone for *Axin2*, *Dkk2* and *Dkk3*; nuclei in blue. Tiled images were acquired with an AxioScan imager and are representative of *n* = 3 biologically independent mice samples. **e**–**h**, Columnar organoids derived from human endocervix (**e**, **f** and **h**, top) and stratified organoids derived from human ectocervix (**g** and **h**, bottom). They were reseeded as single cells in Matrigel and allowed to form organoids in the presence of the indicated factors. *n* is the number of organoids quantified from a representative of three biologically independent experiments. **e**–**g**, Organoid size. Data are mean ± s.e.m. Statistical significance was determined using a two-tailed Student’s *t*-test, *P*-values are shown on the graph. NS, not significant. **h**, Confocal images of organoid sections immunolabelled for KRT5, KRT8 and p63; nuclei in blue. Representative of biologically independent experiments from three donors. **i**, Schematic representation of the distinct epithelial lineages and the underlying tissue microenvironment at the transition zone. Statistical source data are provided in Source Data Fig. 3. Source data

smRNA-ISH analysis showed that the spatial distribution of Wnt agonists and antagonists in the underlying stroma defined the boundary between the two epithelia, thus confirming the scRNA-seq data (Fig. 3d). *Rspo1* and its downstream target *Axin2* were highly expressed in the stroma beneath the columnar epithelium, and *Rspo3* was expressed in the endocervical muscularis (Fig. 3d and Extended Data Fig. 5a,b,d). Notably, the expression of the gene for the Wnt antagonist *Dkk2* was restricted to the stroma proximal to the ectocervical basal cells, while the squamous epithelium highly expressed *Dkk3* (Fig. 3d and Extended Data Fig. 5g,h). By contrast, in the endocervix, *Dkk3* expression was high throughout the stroma (Fig. 3d and Extended Data Fig. 5h). Expression levels of *Rspo2*, *Rspo4*, *Dkk1* and *Dkk4* did not show notable regional variation (Extended Data Fig. 5c,e,f,i). To further investigate the effects of DKK2 and DKK3, endocervical organoids were reseeded in medium containing WNT3A and RSPO1 plus DKK2 or DKK3, or both DKK2 and DKK3. The Wnt-deficient medium served as a control. The presence of DKK2 resulted in a substantial decrease in columnar organoid size, similar to that found in Wnt-deficient medium, confirming that DKK2 exerts an inhibitory effect. This was prevented when the medium additionally contained DKK3 (Fig. 3e). These findings corroborate earlier studies that, in contrast to other DKK members, DKK3 either has no effect on Wnt signalling or functions as a Wnt agonist^27–30^. Blocking Wnt signalling using inhibitor of Wnt production 2 (IWP2)^31,32^, suppressed endocervical organoid growth but did not affect ectocervical organoids (Fig. 3f,g). This indicates that squamous epithelium does not depend on cell-autonomous Wnt signalling. Moreover, there was no difference in the expression of the lineage-specific markers KRT5, KRT8 and p63 in columnar and squamous organoids upon treatment with DKK2 or IWP2 (Fig. 3h). Together, these data show that the epithelium of the cervix is maintained by two distinct stem cell populations whose fate is determined by opposing Wnt-signalling microenvironments, with a defined switch at the transition zone (Fig. 3i).

### Wnt antagonists, Notch and EGFR signalling maintain ectocervical stemness and differentiation

Next, we sought to identify the mechanisms that control self-renewal and differentiation in human ectocervix. Microarray analysis showed a higher expression of Notch-related genes in ectocervical squamous organoids than in endocervical columnar organoids (Fig. 4a). To find out how differentiation is controlled, we performed a comparative analysis of 2D-grown ectocervical cells (2D-ecto), three-day-old early organoids (EO-ecto), and two-week-old mature organoids (DO-ecto). Cultures of 2D-ecto were positive for CDH1 and p63, and exhibited organoid-forming potential (Fig. 4b and Extended Data Fig. 6a). EO-ecto consisted of 8–16 undifferentiated cells positive for Ki67 and p63 (Fig. 4c and Extended Data Fig. 6b). DO-ecto consisted of several stratified layers, more than two-thirds of which were differentiated cells, and the rest were proliferating cells (Fig. 4d and Extended Data Fig. 6b). Gene expression patterns of 2D-ecto and EO-ecto showed high similarity and displayed a set of differentially expressed genes compared with DO-ecto (Fig. 4e and Supplementary Table 5–8). We performed a comparative analysis with a stem cell signature (that is, frequently upregulated genes in stem cells from diverse tissues^33^). The results confirmed that the expression profiles of early cells (2D-ecto and EO-ecto) showed a high similarity to this stem cell signature, but mature DO-ecto did not (Fig. 4f and Supplementary Table 6–9). This was further supported by comparisons with expression profiles of ground-state stem cells versus their respective differentiated cells (Extended Data Fig. 6c and Supplementary Tables 6–8 and 10). Thus, we conclude that cells from 2D-ecto and EO-ecto correspond to ectocervical stem cells.

**Fig. 4:**
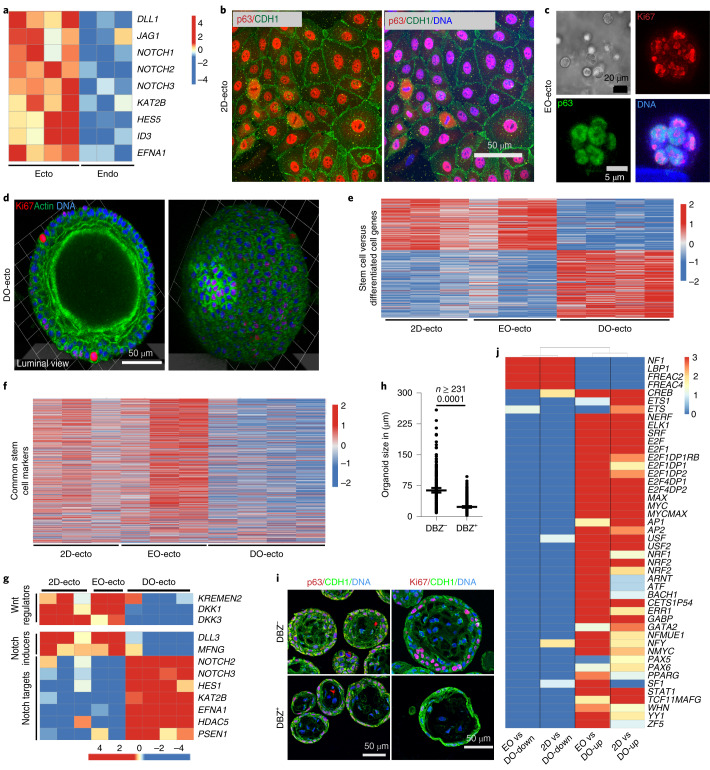
Stemness and differentiation of ectocervix depend on Wnt antagonist, Notch and EGFR signalling. **a**, Expression analysis of differentially regulated genes in human ecto- versus endocervical organoids. Notch-related genes are expressed at higher levels in the ectocervix. Columns represent individual donors. Colour bar represents z-scored gene expression. **b**, Confocal images of 2D human ectocervical stem cell cultures immunolabelled for p63 and CDH1. **c**,**d**, Three-dimensional reconstruction of whole-mount confocal images of three-day-old early ectocervical organoids (EO-ecto) labelled for p63 and Ki67 (**c**) and two-week-old differentiated ectocervical organoids (DO-ecto) labelled for Ki67 and actin (phalloidin) (**d**). Images in **b**–**d** are representative of biologically independent experiments from three donors. **e**,**f**, Heat maps of differentially regulated genes in 2D cultures and corresponding genes in EO-ecto and DO-ecto cultures (**e**) and genes frequently upregulated in stem cells (**f**). Colour bars denote z-scored gene expression. **g**, Heat map of selected differentially expressed genes, showing increased expression of Wnt regulators and Notch inducers in 2D cultures and EO-ecto cultures, compared with the expression of Notch activation-associated genes in DO-ecto cultures. Columns represent individual biological replicates. Colour bar represents z-scored gene expression. **h**, Quantification of the area of human ectocervical organoids grown in the presence or absence of γ-secretase inhibitor (DBZ). Data are mean ± s.e.m.; *n* is the number of organoids quantified from a representative of three biologically independent experiments. **i**, Confocal images of human ectocervical organoids immunolabelled for CDH1, Ki67 or p63. Inhibition of Notch activation by DBZ prevented differentiation and reduced proliferation. Images representative of biologically independent experiments from three donors. **j**, Heat map showing GSEA enrichment (–log_10_(*P*-value)) of genes that share *cis*-regulatory motifs for transcription factors (right). Among the genes upregulated in DO-ecto, there was an enrichment of genes regulated by transcription factors downstream of the RAS-antagonistic NF1 pathway. In 2D cultured cells and EO-ecto cultures, there was an enrichment of genes that are regulated by transcription factors downstream of Notch and EGFR–RAS–MAPK target genes. Colour bar represents the GSEA enrichment score. EO vs. DO-down indicates downregulated genes in EO-Ecto compared to DO-Ecto that are targets of shown transcription factors. EO vs. DO-up, indicates upregulated genes in EO-Ecto compared to DO-Ecto that are targets of shown transcription factors. Same rules apply for 2D vs. DO-down and 2D vs. DO-up. Statistical source data are provided in Source Data Fig. 4. Source data

A survey of genes upregulated in ectocervical stem cells versus differentiated cells revealed high expression of the Notch ligands delta-like ligand 3 (*DLL3*) and manic fringe (*MFNG*) (Fig. 4g). By contrast, differentiated cells expressed higher levels of *NOTCH2* and *NOTCH3* receptors and their targets, including the transcription factor *HES1* and presenilin 1 (*PSEN1*), a core component of γ-secretase (Fig. 4g). Ectocervical stem cells also expressed *DKK1* and its receptor *KREMEN2* (Fig. 4g). Accordingly, blocking Notch activation using the γ-secretase inhibitor DBZ reduced growth of organoids (Fig. 4h and Extended Data Fig. 6d), which failed to differentiate and stratify (Fig. 4i). Thus, it appears that the ectocervical stem cells act as a source of Notch signals, whereas the differentiated cells act as Notch signal-receiving cells, a trans-activating interaction that facilitates differentiation and epithelial stratification.

Further, gene set enrichment analysis (GSEA) revealed that genes regulated by transcription factors downstream of Notch and EGFR–RAS–MAPK signalling, were highly enriched in ectocervical stem cells, including targets of the transcription factors AP1, CREB, ETS, NERF, ELK1, E2F, SRF, MYC and YY1^34–37^ (Fig. 4j). These two pathways function together to regulate proliferation and differentiation^38–40^, in congruence with the essential role of EGF in the formation of stratified organoids (Fig. 2b and Extended Data Fig. 3a). Conversely, genes belonging to the RAS-antagonistic NF1 pathway^41^ were enriched in differentiated cells. Together, these observations indicate that Wnt antagonists, along with EGFR and Notch-inducing pathways, regulate ectocervical stemness and differentiation.

### Remodelling of the stromal compartment drives the emergence of KRT5^+^ squamous metaplasia

Having illuminated the signalling pathways and cellular components involved in stemness and differentiation of the ectocervical squamous epithelium, we next examined their role in the emergence of squamous metaplasia. When primary human endocervix-derived cells were grown in 2D in a Wnt-proficient medium, such cultures contained only a few KRT5^+^ or p63^+^ cells; after a transfer to organoid conditions with the same medium, they gave rise to columnar organoids (Extended Data Fig. 7a,b). However, these 2D cells, when cultured in a Wnt-deficient medium, showed a clear enrichment for KRT5^+^ and p63^+^ cells. After a transfer to organoid conditions, these cells produced only squamous organoids, including the characteristic basal and parabasal p63^+^ cells, even in the presence of WNT3A and/ RSPO1 (Extended Data Fig. 7a,b). By contrast, human ectocervical cells that were first grown as 2D in either Wnt-proficient or -deficient medium gave rise only to squamous organoids after a transfer to a Wnt-deficient medium (Extended Data Fig. 7c). Together, this indicates the presence of squamous stem cells in the endocervix that can give rise to KRT5^+^p63^+^ cells given a suitable microenvironment.

We aimed to test whether the squamous and columnar organoids originate from distinct lineage-specific stem cells, or rather a transdifferentiation of columnar to squamous epithelial cells occurs in the absence of Wnt factors. We induced lineage tracing in *Krt5-Cre*^*ERT2*^*;Rosa26-tdTomato* and *Krt8-Cre*^*ERT2*^*;Rosa26-tdTomato* mice. Five weeks later, epithelial cells were isolated from the ecto- and endocervix of both genotypes and grown as organoids in Wnt-deficient or -proficient media. Endocervical organoids derived from *Krt8-Cre*^*ERT2*^*;Rosa26-tdTomato* mice were found to be labelled, whereas matched ectocervical squamous organoids were not. However, when grown in Wnt-deficient medium, endocervical lineage-labelled cells did not give rise to any labelled KRT5^+^p63^+^ squamous organoids, excluding transdifferentiation ability of these cells (Fig. 5a,b).

**Fig. 5:**
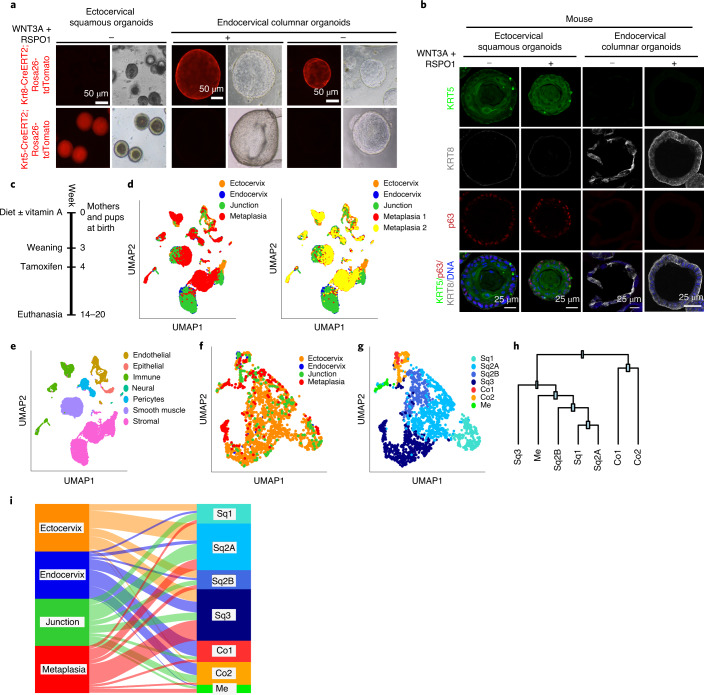
Two distinct stem cells from the endocervix give rise to columnar or squamous stratified lineages depending on the microenvironment. **a**, Organoids derived from lineage-traced *Krt8-Cre*^*ERT2*^*;Rosa26-tdTomato* and *Krt5-Cre*^*ERT2*^*;Rosa26-tdTomato* mice were grown in Wnt-proficient or -deficient medium. Data are representative of biologically independent experiments from three mice. **b**, Cells isolated from the ecto- and endocervix of tamoxifen-treated *Krt8-Cre*^*ERT2*^*;Rosa26-tdTomato* mice were grown in Wnt-proficient or -deficient medium to form organoids. Confocal images of organoids immunolabelled for KRT8, KRT5 and p63; nuclei in blue. Data are representative of biologically independent experiments from three mice. **c**, Treatment scheme for the vitamin A-deficient diet lineage-tracing study in mice. **d**–**i**, Combined scRNA-seq analysis of datasets derived from healthy mouse ectocervix, endocervix, transition zone and endocervix tissues with squamous metaplasia induced by vitamin A-deficient diet. **d**, UMAP of the endocervix, ectocervix, transition zone and metaplasia, as indicated by colours (left). Metaplasia samples were acquired in two independent technical replicates to check for batch effects—both replicates (1 and 2) have been projected on the UMAP (right). **e**, UMAP of cellular subclusters; single cells are colour coded by cluster annotation. **f**,**g**, UMAP of epithelial subclusters colour coded by the tissue of origin (**f**) or by cluster annotation (**g**). **h**, Phylogenetic tree of subclusters indicating inter-cell distances between the average value of cells in each subcluster in terms of gene expression space. **i**, Sankey diagram showing the contribution of epithelial cells from each tissue type to the subclusters shown in **g**. Colours and labels indicate sampled tissue as in **f** (left) and subclusters as in **g** (right).

Conversely, ectocervical squamous organoids derived from *Krt5-Cre*^*ERT2*^*;Rosa26-tdTomato* mice were labelled, whereas matched columnar endocervical organoids were not (Fig. 5a). Our results show that the postnatal columnar and stratified cervical epithelia are derived from two different lineages, each of which respond to a particular microenvironment. Changing the Wnt signals does not induce the transdifferentiation of columnar cells to the stratified cells or vice versa.

To analyse metaplasia development in vivo, we used a model of mice fed with a vitamin A-deficient diet, in which abnormal foci of squamous metaplasia develop in the endocervix^13^ (Fig. 5c). To identify changes in the epithelial and stromal compartments, we performed scRNA-seq and clustering analysis of cells isolated from the endocervix, ectocervix, transition zone and endocervix metaplasia (that is, metaplastic foci) (Fig. 5c–e and Supplementary Table 11). The epithelial populations were assigned to the Sq, Co and Me subclusters (Fig. 5g and Supplementary Table 12), as done for the healthy tissue (Fig. 1c). A phylogenetic tree, generated on the basis of the expression profiles of each epithelial subcluster, revealed that the squamous subpopulations (Sq1, Sq2A, Sq2B and Sq3) and Me cells (Me) were transcriptionally similar but distinct from the columnar subpopulations (Co1 and Co2), as shown by the distance between nodes (Fig. 5h). We next generated a Sankey diagram to analyse the transcriptional contribution of epithelial cells from each tissue region to different subclusters. The endocervix metaplasia demonstrated amplification of expression profiles similar to the squamous and myoepithelial types compared with a healthy endocervix (Fig. 5i). To characterize the alterations in the stromal population, we performed unsupervised clustering of stromal cells from the endocervix, ectocervix, transition zone and endocervix metaplasia (Fig. 6a), and defined stromal subclusters according to gene expression (Fig. 6b and Supplementary Table 13). The stromal compartment of endocervix metaplasia had a distinct clustering profile from those of the healthy endocervix, ectocervix and transition zone (Figs. 3a and 6b). In agreement, a Sankey diagram revealed the emergence of distinct stromal cell subclusters in the endocervix metaplasia (S2B, S2C and S2D) compared with healthy endocervix and ectocervix (Fig. 6c). We also observed an increased expression of *Dkk2* in a subcluster of the endocervix metaplasia (Fig. 6a,b,d,e), which primarily corresponds to the ectocervical S4B in healthy mice. These data indicate an extensive remodelling of the stroma during metaplastic development.

**Fig. 6:**
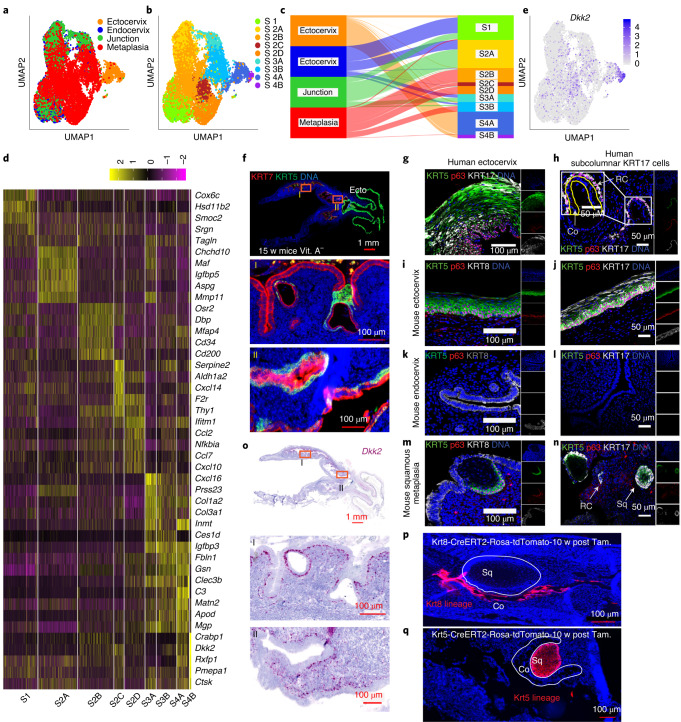
Endocervical stroma undergoes extensive remodelling during metaplasia. **a**–**e**, Combined scRNA-seq analysis of datasets derived from healthy mouse ectocervix, endocervix, transition zone and endocervix tissues with squamous metaplasia induced by vitamin A-deficient diet. UMAP of stromal subclusters coloured by sampled tissue (**a**) or cluster annotation (**b**). **c**, Sankey diagram showing the contribution of stromal cells from each tissue type to the clusters shown in **b**. Colours and labels for sampled tissue as in **a** (left) and subclusters as in **b** (right). **d**, Heat map of the top 5 genes expressed in each stromal subcluster shown in **b**. Colour bar denotes fold change from mean gene expression across all samples. **e**, Normalized expression values of *Dkk2* on the UMAP. **f**, Tissue sections from the genital system of a mouse fed with a vitamin A-deficient diet for 15 weeks; labelling with antibodies against KRT7 and KRT5. Middle and bottom: magnified view of boxed regions, showing an outgrowth of subcolumnar KRT5^+^ stem cells that gave rise to a squamous metaplastic epithelium in the endocervix. Boxed areas labelled as I and II are magnified at the bottom. **g**,**h**, Confocal images showing KRT17, p63 and KRT5 in human ectocervical stratified epithelial tissue (**g**) and subcolumnar cells in endocervix (**h**); RC indicates reserve cells, nuclei in blue. **i**–**l**, Confocal images of cells positive for KRT8, p63, KRT5 or KRT17 in mouse ectocervical stratified epithelium (**i**,**j**), mouse endocervical tissue (**k**,**l**) and mouse endocervix with squamous metaplasia (**m**,**n**); nuclei in blue. **o**, smRNA-ISH of tissue from a mouse fed with a vitamin A-deficient diet. The expression of *Dkk2* is enhanced in the endocervical stroma. Boxed areas labelled I and II are magnified (middle and bottom). **p**,**q**, Lineage tracing in *Krt8-Cre*^*ERT2*^*;Rosa26-tdTomato* (**p**) and *Krt5-Cre*^*ERT2*^*;Rosa26-tdTomato* (**q**) mice fed with a vitamin A-deficient diet revealed that squamous metaplasia arising in the endocervix is negative for Krt8-tdTomato (**p**) and positive for Krt5-tdTomato (**q**) lineage markers. Data shown in **f**–**q** are representative of biologically independent experiments from three mice or human samples. Tiled images shown in **f**,**o**–**q** were acquired with an AxioScan imager.

To further consolidate the lineage properties of stratified and columnar epithelia and spatial changes of the cervical microenvironment during metaplasia, we performed lineage tracing, smRNA-ISH and immunohistochemistry in our metaplasia mouse model. The mice exhibited upregulation of *Dkk2* in the stroma of the endocervix and uterine horns (Fig. 6e,o compared with Fig. 3d and Extended Data Fig. 5g). We observed an emergence of subcolumnar KRT5^+^, KRT17^+^ and p63^+^ cells, which were negative for KRT8 (Fig. 6f–n and Extended Data Fig. 7d). These cells were similar to healthy ectocervical squamous and endocervical subcolumnar reserve cells, which appeared to develop into a metaplastic stratified epithelium. *Axin2*, which is typically expressed in the endocervix, remained unaltered and expression of KRT8 and KRT7 was restricted to the columnar epithelium (Fig. 6f,k–m and Extended Data Fig. 7e,f). By inducing lineage tracing in *Krt5-Cre*^*ERT2*^*;Rosa26-tdTomato* and *Krt8-Cre*^*ERT2*^*;Rosa26-tdTomato* mice fed with a vitamin A-deficient diet, we supported our notion that KRT5^+^ cells gave rise to the endocervix-localized squamous metaplasia, whereas KRT8^+^ cells gave rise to the columnar epithelium as in healthy mice (Fig. 6p,q). We conclude that while Wnt agonists support formation of columnar epithelium, the local upregulation of the Wnt antagonist DKK2 in the stroma drives the proliferation of KRT5^+^ reserve cells, resulting in squamous metaplasia.

### Gene expression patterns of cervical SCC and ADC correlate with squamous and columnar lineage organoid signatures

Adult stem cells are susceptible to transformation and often constitute the cells of origin for various cancers^42^. To date, it is unclear from which cell types ADC and SCC originate. Thus far, their possible origin has been ascribed to phenotypic markers that characterize physiological cell types^19,43–46^. We used the gene expression signatures of squamous and columnar cervical organoids to determine the possible cells of origin of cervical cancers. We retrieved publicly available gene expression data—from The Cancer Genome Atlas (TCGA) study^47^—of 178 cervical cancers, including tumour classes based on an integrated clustering of mRNA, miRNA, genomic copy number and methylation data with iCluster, which divides cervical cancers into ADC and keratin-high and keratin-low SCC groups, in which the keratin-low SCC group shows a lower expression of squamous-lineage-specific markers^47^. We selected genes that were differentially expressed between ectocervical squamous and endocervical columnar organoids to classify the cancer samples into squamous-like and columnar-like. We found an agreement between cancers classified as columnar-like or squamous-like and their histological classification as ADC or SCC, respectively; this was also evident from comparison with the TCGA clusters of ADC or keratin-high and keratin-low groups (Fig. 7a and Extended Data Fig. 8d,e). A group of cases with a low tumour content, which showed no apparent similarity with either ectocervical or endocervical signatures, were classified as undetermined (Fig. 7a, Extended Data Fig. 8c and Supplementary Table 14).

**Fig. 7:**
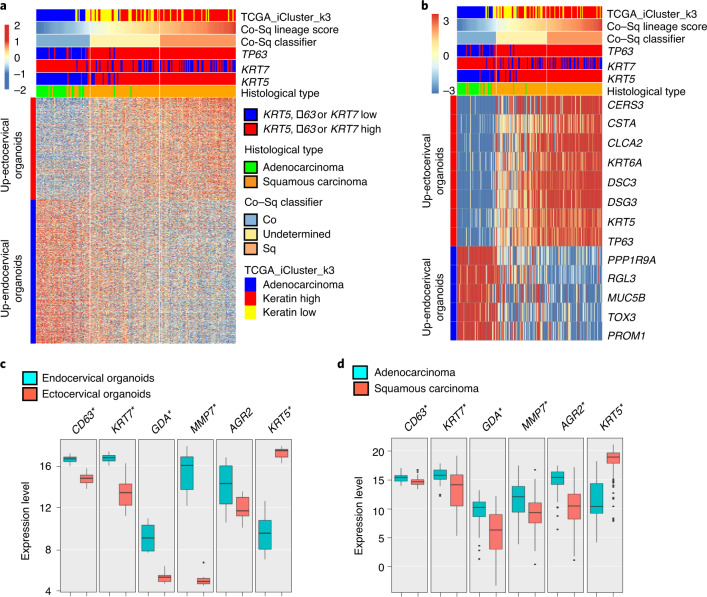
Transcription profiles of cervical SCCs and ADCs correlate with squamous and columnar epithelial lineages. **a**, Gene expression profiles of SCC and ADC correlate well with genes differentially expressed between ecto- and endocervical organoids, respectively. Colour bar denotes z-scored gene expression. **b**, Heat map showing the mean-substracted expression for selected bimodal genes in cancer samples that were differentially expressed in squamous and columnar organoids. Colour bar denotes fold change from mean gene expression across all samples. In **a**,**b**, Up-ectocervical organoids denote genes that are upregulated in ectocerival organoids compared to endocervical organoids; Up-endocervical organoids denote genes that are upregulated in endocerival organoids compared to ectocervical organoids. **c**,**d**, Gene expression profiles of proposed SCJ markers together with *KRT5* in cervical organoids (**c**) and 178 cervical cancer samples (**d**). Expression of these markers was higher in endocervical organoids (*n* = 6) and ADCs (*n* = 34) compared with ectocervical organoids (*n* = 10) and SCCs (*n* = 144), in contrast to *KRT5* expression; Box hinges correspond to first and third quartiles, the centre line corresponds to the median value, and whiskers correspond to the largest or smallest value within 1.5× the interquartile range from the hinges. All other outlying values are shown as individual points. Statistical significance was determined by a two-sided Mann–Whitney *U* test with no adjustments. *P < 0.001, except for *AGR2* in **c** (*P* = 0.073).

Nevertheless, 59 out of 62 of the undetermined cases fell in the TCGA-defined keratin-low or keratin-high SCC clusters. Notably, cancer samples classified as columnar-like were mainly *KRT5*^low^, *KRT7*^high^ and *TP63*^low^, whereas samples classified as squamous-like and undetermined were mainly *KRT5*^high^ and *TP63*^high^ with a mixed *KRT7* status (Fig. 7a and Extended Data Fig. 8d,e). This suggests that the undetermined group may consist of SCCs within or outgrown into the endocervix, leading to the presence of contaminating *KRT7*^+^ endocervical columnar cells in the samples.

It was suggested that a small cell population located in the transition zone (called SCJ cells) expresses KRT7, CD63, GDA, AGR2 and MMP7 and that these cells are the precursors of both SCC and ADC^19,48^. We thus investigated the gene expression levels in organoids and TCGA cervical cancer samples, measuring the proposed SCJ markers^19^ as well as *KRT5*. The expression of these markers was significantly higher in endocervical organoids and ADC than in ectocervical organoids and SCC; the opposite trend was shown for *KRT5* (Fig. 7c,d). Immunohistochemistry and smRNA-ISH of human and mouse cervix tissue sections confirmed that KRT5 was expressed throughout the squamous epithelium. KRT7 was expressed throughout the columnar epithelium and, to a lesser extent, in the squamous epithelium, rather than being restricted to the transition zone alone (Fig. 8a,b and Extended Data Fig. 9a). Ectocervical organoids were positive for the squamous epithelial markers KRT5 and CTSA, whereas endocervical organoids were positive for the columnar epithelial markers KRT7, AGR2, GDA and KRT18 (Fig. 8c and Extended Data Fig. 9b–d). This implies that the reported SCJ cells are not distinct from the endocervical columnar lineage and are not the cells of origin for SCC.

**Fig. 8:**
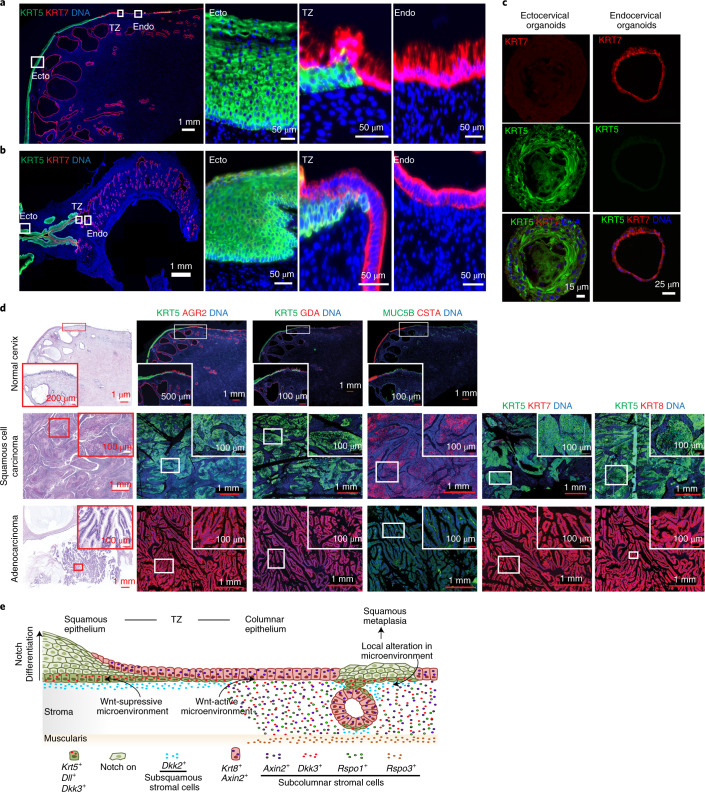
Molecular expression patterns of lineage markers in healthy tissue, organoids and cervical cancers. **a**,**b**, Left: tiled images of cervix tissue sections from human (**a**) and mouse (**b**), including stratified and columnar epithelium and the transition zone, immunolabelled for KRT5 and KRT7; nuclei in blue. Boxed areas are magnified on the right. Images are representative of biologically independent experiments from three mice or human samples. **c**, Confocal images of human ectocervical stratified and endocervical columnar organoids immunolabelled for KRT5 and KRT7; nuclei in blue. Images representative of *n* = 3 donors. **d**, Labelling for bimodally-expressed proteins in the normal cervix, SCC and ADC. Tissue sections from normal tissue, SCC and ADC of the cervix were stained with haematoxylin and eosin or labelled with antibodies against KRT5, KRT7, KRT8, AGR2, GDA, MUC5B and CSTA; nuclei in blue. Magnifications of the boxed areas are shown in insets. Data representative of biologically independent experiments from five humans. **e**, Model depicting the two epithelial lineages and Wnt–Notch microenvironment in the transition zone and during squamous metaplasia.

In agreement with the notion that both keratin-high and keratin-low SCC cases derive from the squamous lineage, our analysis also revealed a set of differentially expressed genes between keratin-high and keratin-low, and ADC groups. We observed bimodal gene expression in columnar-like and squamous-like cancers, including *MUC5B, KRT5* and *CSTA*, that differentiates ADC from SCC (Fig. 7b). By contrast, the proposed SCJ markers KRT7, AGR2 and GDA exclusively labelled ADC but not SCC sections (Fig. 8d). In summary, the majority of cervical cancers can be divided into two groups on the basis of molecular signatures: SCCs most probably originate from the KRT5^+^ squamous lineage of the ectocervix, whereas ADCs most probably originate from the KRT7^+^KRT8^+^ columnar lineage of the endocervix.

## Discussion

Adult tissue homeostasis is maintained by niches established by complex interactions between stem cells and their surrounding microenvironment^49^. When tissue integrity is disturbed due to infections or other assaults, the disturbance is usually followed by substantial reorganizations of the niche, facilitating the restoration of tissue homeostasis^50^. The transition zones of the mucosal epithelium constitute critical zones of enhanced susceptibility to infections and carcinogenesis^51–54^. The cervical transition zone appears to be particularly vulnerable to HPV infections, the prime aetiological agent of cervical cancer. HPV is thought to infect the reserve stem cells at the transition zone, and the resulting dysregulation may lead to neoplasia^55^. Pre-existing metaplasia at the cervical transition zone may develop into neoplasia under the influence of HPV infection^10,11^. Thus, revealing the principles of niche homeostasis and its cellular composition is crucial to understanding the effects of intrinsic and extrinsic disturbances, including viral and bacterial infections.

In this study, we show that the cervical squamous and columnar epithelia arise from two distinct lineage-specific stem cell types and define the subpopulations of these lineages. Further, the endo- and ectocervix harbour distinct stromal subpopulations that constitute a microenvironmental gradient maintaining the transition zone. The regulation of stem cell maintenance, differentiation and tissue patterning by signalling gradients is a universal principle in development^56^, in which Wnt signalling is indispensable^20,57^. We demonstrate the presence of a Wnt gradient in the underlying stroma that selectively drives the columnar lineage while imposing quiescence on squamous-lineage-specific stem cells present in the same tissue. In squamous metaplasia, the endocervical stroma undergoes extensive remodelling. Here, we observed an upregulation of the Wnt inhibitor DKK2 in a stromal subpopulation. This transition to a Wnt-repressive microenvironment may activate quiescent squamous-lineage stem cells that invade the columnar epithelia at the transition zone or as metaplastic foci within the endocervix (Fig. 8e). Since oestrogen acts as a cofactor during HPV-driven cervical carcinogenesis^58^, an interplay between the oestrous cycle and Wnt signalling at the transition zone might occur and influence metaplasia and cancer development.

In concordance with previous studies^16–18^, we also found that subcolumnar KRT5^+^ cells are variably present at the transition zone in humans and mice. Furthermore, our data suggest these precursors of squamous metaplasia are present throughout the cervix and become activated in response to a Wnt-repressive environment. We also detected a divergent epithelial subpopulation in the cervix, classified as myoepithelium, which shares gene expression profiles with KRT5^+^ cells and myofibroblasts. These cells probably represent candidate precursors of the squamous lineage.

This study reveals a delineation of cervical ADC and SCC, implying that these cancers also originate from our two identified distinct epithelial lineages. Prophylactic ablation of the SCJ, where HPV infections and neoplasia are often observed, has been proposed to prevent neoplasia development^59^, but such efforts have failed to do so^59–61^. Our results suggest that this preventive ablation alone may not eliminate potential cervical cancer precursors, as new SCJs can develop upon activation of quiescent KRT5^+^ stem cells, which could present target sites for HPV infection and carcinogenesis. Furthermore, our organoid models reveal differences in the regulation of those two epithelial lineages similar to their respective cancers, thus providing an opportunity to study carcinogenesis and to identify specific therapeutic targets for each lineage. Nevertheless, organoids may not fully recapitulate the multifaceted interactions between various cell types and may thus represent an approximation of greater complexity in vivo.

From the molecular and cellular points of view, the present elucidation of the mechanisms that maintain cervical epithelial junctions provides an important conceptual advance. It suggests that homeostasis at these sites is not maintained by the transdifferentiation of one epithelial cell type to another. Instead, the adult tissue resembles a mosaic of different lineage-specific stem cell populations activated by the microenvironment in response to extrinsic or intrinsic signals. This concept of mucosal transition zone homeostasis fits well with other recent observations on mucosal stem cell identity^62^ and provides a basis for future investigations into transition zone homeostasis in other tissues with high clinical relevance.

## Methods

### Antibodies and chemicals

The following antibodies and chemicals were used: mouse anti-p63 (Abcam, ab375), rabbit anti-p63 (Abcam, ab53039), mouse anti-E-cadherin (BD Biosciences, 610181), rabbit anti-Ki67 (Abcam, ab16667), rat anti-Ki67–FITC (eBioscience, 11-5698), rabbit anti-KRT5 (Abcam, ab52635), rabbit anti-KRT5–Alexa488 (Abcam, ab193894), mouse anti-KRT7 (Santa Cruz, sc-23876), rabbit anti-KRT7 (Abcam, ab181598), rabbit anti-KRT7–Alexa555 (Abcam, ab209601), rabbit anti-CSTA (Sigma, HPA001031), rabbit anti-AGR2 (Proteintech, 12275-1-AP), mouse anti-MUC5B (Abcam, ab77995), rabbit anti-GDA (Sigma, HPA019352), Hoechst (Sigma, B2261), rabbit anti-KRT17 (Abcam, ab109725), mouse anti-KRT19 (Abcam, ab7754), mouse anti-KRT18 (Abcam, ab668), donkey anti-rabbit–Alexa Fluor 488 (Jackson Immuno Research, 711-546-152), donkey anti-rabbit–Cy3 (Jackson Immuno Research, 711-166-152), donkey anti-rabbit–Alexa Fluor 647 (Jackson Immuno Research, 647 711-605-152), donkey anti-mouse–Cy5 AffiniPure (Jackson Immuno Research, 715-175-151), Draq5 (Cell Signaling, 4085), γ-secretase inhibitor XX (DBZ) (Calbiochem 565789) and p38 inhibitor SB202190 (Sigma, S7067). Antibody concentrations and the link to validation by the provider are shown in Supplementary Table 15.

### Mice

All procedures involving animals were approved by the national legal, institutional and local authorities at Max Planck Institute for Infection Biology. This study is compliant with all relevant ethical regulations regarding animal research. All animals were maintained in autoclaved micro isolator cages and provided with sterile drinking water and chow ad libitum. Four- to twenty-week-old female mice were used for this study. Wild-type C57BL/6, *Krt5-Cre*^*ERT2*^ (ref. ^63^) and *Krt8-Cre*^*ERT2*^ (ref. ^64^) mice (Jackson Laboratory) were bred to *Rosa-tdTomato*^65^ mice to generate mice labelled in Cre-expressing cells. For KRT5^+^ or KRT8^+^ lineage analysis, Cre recombinase was induced in female mice by administering tamoxifen (Sigma) intraperitoneally (0.25 mg per g body weight in 50 μl corn oil) at 4 weeks of age for 3 consecutive days. Mice were euthanized at 14–20 weeks of age, and the genital tracts were removed for further analysis. Experiments were performed in at least three biological replicates per condition. Mice were randomly allocated to experimental groups in all experiments.

### Single-cell isolation and sequencing

Following FGT extraction, the endocervix, transition zone and ectocervix from control mice and endocervix from mice with metaplasia were cut out. Tissue samples were washed in sterile PBS (Gibco, 14190-094) and minced with scissors. Minced tissue was processed separately by incubating in 0.5 mg ml^−1^ collagenase II (Calbiochem, 234155) in a shaker (45 min, 37 °C). Tissue and dissociated cells were pelleted (7 min, 1,000*g*, 4 °C), the supernatant was discarded, cells were resuspended in warm TrypLE Express (Gibco, 12604021) and incubated in a shaker (15 min, 37 °C). The pellet was resuspended in Advanced DMEM/F-12 (ADF) medium (Invitrogen) and passed through a 40 µM cell strainer (BD Falcon, 352340). For single-cell sequencing, we combined cells isolated from three mice and processed each tissue separately. Cells were pelleted (7 min, 1,000*g*, 4 °C) and resuspended in PBS containing 0.04% w/v BSA (400 μg ml^−1^) at a concentration of 1,000 cells per μl. A 10x Chromium Controller was used to partition single cells into nanolitre-scale Gel-Bead-In-EMulsions (GEMs) and Single-Cell 3′ Reagent Kit v2 for reverse transcription, cDNA amplification and library construction according to the manufacturer’s protocol. Approximately 13,200 cells per sample were loaded onto the controller. A SimpliAmp Thermal Cycler (Applied Biosystems) was used for amplification and incubations. Libraries were quantified by Qubit^TM^ 3.0 Fluorometer (ThermoFisher), and quality was checked using a 2100 Bioanalyzer with a High Sensitivity DNA-kit (Agilent). Sequencing was performed in paired-end mode with S1 100-cycles kit using Novaseq 6000 sequencer (Illumina). Approximately 400 million reads were allocated per sample with at least 70,000 reads per cell.

### Computational analysis of scRNA-seq data

#### Cellranger pipeline

The Cell Ranger v3.0.1 software suite was obtained from 10x Genomics (https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest). Raw sequencing data were first de-multiplexed and quality checked using the ‘mkfastq’ script. For all libraries, alignment and transcript quantification were performed with the standard ‘count’ script against the mm10 mouse genome assembly. All samples were aggregated using the ‘aggr’ script with the default normalization step (by downsampling) enabled. Only the healthy cervix samples were aggregated to form a control dataset under the same settings. The pre-filtered count matrices of the combined datasets were imported into R for further processing. A total of 25,932 cells were detected by Cell Ranger for all samples.

#### Quality control

The expression matrices were filtered, and potential doublets were removed by excluding barcodes with less than 250 genes, more than 4,000 genes, and more than 15,000 unique molecular identifiers. Barcodes with more than 10% of mitochondrial genes were excluded. Genes that were not detected for any barcode were removed. Potential doublets were scrutinized using Scrublet from the scran package (1.14.6)^66^, and marker gene expression was used to assess whether a hybrid transcriptome could mimic the cell type in focus; these analyses did not lead to further removal of cell-associated barcodes.

#### Clustering

Initial clustering was performed using the R package Seurat v2.3.4. Count data was log-normalized before identification of highly variable genes based on the following criteria: 0.0125 < mean of non-zero values < 4 and s.d. > 0.5. Unwanted variation due to library size and proportion of mitochondrial gene content was regressed out during data scaling. Features were selected using PCA: the first 21 principal components were selected for dimensional reduction and clustering of the whole datasets, 8 components were selected for the stromal subsets, and 6 components were selected for the epithelial subsets. A 2D representation was computed using the UMAP algorithm^67^. For clustering, a shared nearest neighbours graph was constructed using the Seurat functions BuildSNN without pruning and FindClusters using the SLM algorithm^68^. UMAPs (Fig. 1b and Extended Data Fig. 1a,b) were derived from analysing a total of 13,773 cells from ectocervix, endocervix and transition zone. From these, 1,626 epithelial cells (Fig. 1d and Extended Data Fig. 1c–h) and 6,380 stromal cells (Fig. 3a,c) were analysed. UMAPs (Fig. 5d,e) were derived from analysing a total of 22,590 cells from ectocervix, endocervix, transition zone and metaplasia samples. From these, 1,833 epithelial cells (Fig. 5f,g and Extended Data Fig. 1c–h) and 11,634 stromal cells (Fig. 6a–e) were analysed.

#### Cell cycle annotation

Cell cycle stage annotation was based on a list of cell cycle markers^69^. The Seurat function CellCycleScoring was used to compute quantitative scores for G2M- and S-phase and assign qualitative labels to each barcode.

#### Differential gene expression analysis

Differential expression analysis was performed between cell types/clusters using the FindAllMarkers function from the R package Seurat using default settings.

#### Batch-effect assessment

Technical variability was assessed by comparing the cell distribution across each technical batch within each transcriptional profile of assigned cell types using UMAPs. Cells derived from the endocervix of metaplasia mice were sequenced as two technical replicates, equally distributed across the identified clusters (Fig. 5d, right).

#### Further analysis

GO enrichment of cluster markers and differentially expressed genes was performed using the R package clusterProfiler. Dendrograms displaying the relationship of clusters were computed with the Seurat function BuildClusterTree.

### Vitamin A-deficient diet

From birth onwards, experimental mice and their mothers were fed with a vitamin A-deficient diet (SAFE, U8978P-0074) or a control diet with added Vitamin A at physiological levels (6 IU g^−1^, SAFE, U8978P-0075), following the described protocol^13^. Three-week-old littermates were weaned and maintained on the vitamin A-deficient or control diets for 14–20 weeks before being killed for further analysis.

### Mouse ecto- and endocervical medium

Endocervical cells were cultured in ADF medium (Invitrogen, 12634) supplemented with 12 mM HEPES, 1% GlutaMax, 1% B27, 1% N2, 50 ng ml^−1^ mouse EGF (Invitrogen, 15630-056, 35050-038, 17504-044, 17502048, PMG8043), 100 ng ml^−1^ mouse noggin, 100 ng ml^−1^ human FGF10 (Peprotech, 250-38-100, 100-26-25), 1.25 mM *N*-acetyl-l-cysteine, 10 mM nicotinamide, 10 µM ROCK inhibitor (Y-27632) (Sigma, A9165-5G, N0636, Y0503), 2 µM TGF-β receptor kinase inhibitor IV (Calbiochem, 616454), 1% penicillin–streptomycin (Gibco, 15140-122) with 25% WNT3A- and 25% R-spondin-1-conditioned medium. Ectocervical cells were cultured in endocervical medium but without 25% WNT3A- and 25% R-spondin 1-conditioned medium.

### Wnt-deficient human ectocervical medium

Ectocervical cells were cultured in ADF medium supplemented with 12 mM HEPES, 1% GlutaMax, 1% B27, 1% N2, 0.5 µg ml^−1^ hydrocortisone (Sigma, H0888-1G), 10 ng ml^−1^ human EGF (Invitrogen, PHG0311), 100 ng ml^−1^ human noggin, 100 ng ml^−1^ human FGF10 (Peprotech, 120-10 C, 100-26-25), 1.25 mM *N*-acetyl-l-cysteine, 10 mM nicotinamide, 2 µM TGF-β receptor kinase Inhibitor IV, 10 µM Y-27632, 10 µM forskolin (Sigma, F6886) and 1% penicillin–streptomycin.

### Wnt-proficient human endocervical medium

Endocervical cells were cultured in ADF medium supplemented with 12 mM HEPES, 1% GlutaMax, 1% B27, 1% N2, 10 ng ml^−1^ human EGF, 100 ng ml^−1^ human noggin, 100 ng ml^−1^ human FGF10, 1.25 mM *N*-acetyl-l-cystein, 10 mM nicotinamide, 2 mM TGF-β receptor kinase inhibitor IV and 10 µM Y-27632 with 25% WNT3A- and 25% R-spondin-1-conditioned medium.

### Epithelial stem cell isolation from human and mouse cervix

Human ecto- and endocervix samples were provided by the Department of Gynecology, Charité University Hospital, Berlin, Germany. Usage for scientific research was approved by their ethics committee (EA1/059/15); informed consent was obtained from all subjects. The study is compliant with all relevant ethical regulations regarding research involving human participants. Tissue biopsies from anonymous donors (Supplementary Table 16) were processed within 2–3 h after removal. Biopsies were sourced from standard surgical procedures. Mouse cervix was removed from euthanized 10- to 20-week-old female wild-type BALB/c mice (Charles River). Tissue samples were washed in sterile PBS (Gibco, 14190-094) and minced with surgical scissors. The minced human cervix tissue was incubated in 0.5 mg ml^−1^ collagenase II (Calbiochem, 234155) (2.5 h, 37 °C). Tissue and dissociated cells were pelleted (5 min, 1,000*g*, 4 °C), cells were resuspended in TrypLE Express (Gibco, 12604021) and incubated in a shaker (15 mins, 37°). Minced mouse cervix tissue was incubated in TrypLE express in a shaker (2.5 h, 37 °C). The pellet was resuspended in ADF medium and passed through a 40 µM cell strainer (BD Falcon, 352340). Cells were pelleted (5 min, 1,000*g*, 40 °C), resuspended in either human ecto- or endocervical medium or mouse cervical medium, and cultured either directly as organoids or as 2D cultures.

### Human epithelial 2D cell culture

Isolated human epithelial stem cells were resuspended in either ecto- or endocervical medium, plated and incubated in collagen-coated flasks. Upon 70–80% confluence, cells were detached using TrypLE Express and centrifuged (5 min, 1,000*g*, 40 °C). Then, cells were cultured as organoids or as stem cell-enriched 2D cultures. The 2D cultures were maintained by seeding 2D cells from P1 into flasks containing lethally irradiated J2-3T3 fibroblast feeder cells in ecto- or endocervical media. The medium was replaced, and irradiated fibroblasts added every 4 d until 60–70% confluence, at this stage, cells were reseeded onto freshly irradiated feeders or cryopreserved.

### Organoid culture and maintenance

Tissue-isolated or 2D culture cells were mixed with 50 µl ice-cold Matrigel (BD, 356231); Matrigel droplets were placed in prewarmed 24-well plates to allow polymerization (10 min, 37 °C). Freshly isolated endocervical cells were seeded at a higher density, as they had approximately 1% organoid-forming efficiency compared with 10% observed with ectocervical epithelial cells. The Matrigel droplet was then overlaid with 500 µl of prewarmed human or mouse ecto- or endocervical medium. Cultures were incubated for 2–3 weeks (37 °C, 5% CO_2_), and the medium was replaced every 4 d. For organoid passaging, organoids in Matrigel drops were first dissolved in 1 ml ice-cold ADF, thoroughly pipetted, transferred to 15 ml tubes, to which an additional 4 ml ice-cold ADF medium was added until the Matrigel was dissolved thoroughly, followed by centrifugation (5 min, 300*g*, 4 °C). Pelleted organoids were incubated in 1 ml TrypLE Express (30 min, 37 °C), followed by mechanical fragmentation with vigorous pipetting using fire-polished glass Pasteur pipettes to generate single cells. For organoid expansion, cells were reseeded into a fresh Matrigel (ectocervical organoids at 1:10 ratio and endocervical organoids at 1:5 ratio). Matrigel was allowed to polymerize as described above.

### Organoid-forming efficiency

Stem cells were counted, and a defined number was resuspended in 50 µl of Matrigel to generate organoids as described above. Two to three weeks later, whole-well images were taken and the number and area of formed organoids were determined using ImageJ to calculate the organoid-forming efficiency.

### Immunofluorescent histochemistry

Organoids were washed with cold PBS 5 times to remove Matrigel, fixed with 4% paraformaldehyde (1 h, room temperature) and washed twice in PBS. Organoids were then subjected to dehydration in an ascending ethanol series and placed in isopropanol and acetone (20 min each). Mouse and human tissues were washed in PBS and fixed with 4% paraformaldehyde (overnight, room temperature). Samples were dehydrated in an ascending ethanol series and placed in isopropanol and xylene (60 min each). Following paraffinization using a Leica TP1020 tissue processor, 5 µm sections were cut on a Microm HM 315 microtome. For immunostaining, paraffin sections were deparaffinized and rehydrated, treated with antigen-retrieval solution (Dako, S1699), and blocked using blocking buffer (1% BSA, 2% FCS in PBS) (1 h, room temperature). Sections were incubated with primary antibodies diluted in blocking buffer (90 min, room temperature), PBS-washed 5 times, incubated with secondary antibodies diluted in blocking buffer along with Hoechst or Draq5 (1 h, room temperature), washed with PBS 5 times, and finally mounted using Mowiol.

Fresh epithelial isolates were cultured in 2D on collagen-coated coverslips and fixed with 4% PFA (30 min, room temperature). Cells were permeabilized and blocked with 0.5% Triton X-100 and 1% BSA in PBS, incubated with primary antibodies diluted in 1% BSA in PBS (1 h, room temperature), washed with PSBT (PBS, 0.1% Tween-20) 3 times, incubated with secondary antibodies diluted in 1% BSA in PBS along with Hoechst or Draq5 (1 h, room temperature), washed with PBST three times, washed with PBS once, and finally mounted using Mowiol.

Images were acquired on a Leica TCS SP8 confocal microscope and processed with Adobe Photoshop; 3D reconstruction was done with Volocity 6.3 software (Perkin Elmer).

### Whole-mount staining

Matrigel was removed by extensive washing with ice-cold PBS (4 × 45 min). Organoids were allowed to settle by gravity to maintain their 3D structure, fixed using pre-warmed 3.7% PFA in PBS (1 h, room temperature), and washed with PBST 3 times. Permeabilization and blocking was performed using 5% donkey serum, 1% FCS, 0.05% Tween-20, 2% Triton X-100, 0.02% sodium azide in PBS (overnight, 4 °C). Organoids were incubated with primary antibodies diluted in blocking buffer (5% donkey serum, 1% FCS, 0.25% Triton X-100, 0.02% sodium azide in PBS) (3–5 d, 4 °C), washed with PBST (3 × 45 min, room temperature), incubated with secondary antibodies diluted in blocking buffer (2 d, 4 °C), washed with PBST (45 min) and washed with PBS containing 5% glycerol (3 × 45 min, room temperature). Organoids were then carefully transferred to ibidi µ-slides (81822) together with some PBS/glycerol solution. *Z*-stack images were acquired and processed as described.

### smRNA-ISH

Hybridizations of paraffin-embedded 10 µm tissue sections with RNAscope 2.5HD Red Reagent kit (Advanced Cell Diagnostics) were performed according to the manufacturer’s protocol, along with positive (PPIB) and negative (DapB) control probes. Tiled bright-field images were obtained with an AxioScan.Z1 tissue imager (Zeiss), processed with Zen 2.3 (Blue edition) and compiled with Adobe illustrator.

### RNA isolation and quality control for microarray analysis

Microarrays were hybridized for cultured cells and organoids. From Wnt-deficient medium: 2D human ectocervical cells in (three biological replicates from two donors and one technical replicate from one of the donors), human EO-ecto (three donors), human DO-ecto (four donors). From Wnt-proficient medium: 2D human endocervical cells (three donors) and human DO-ecto (three donors). 

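RNA from mouse cervical organoids was measured on 8 single-colour arrays. Early organoids (EO) were collected 3 days after seeding into Matrigel and differentiated organoids (DO) at 2 weeks. Each was grown either in Wnt-proficient medium, which contains WNT3A and RSPO1, or in Wnt-deficient medium, which contains neither, so that the arrays form 4 groups of 2. The arrays come from 4 mice, and each mouse gave 1 EO and 1 DO array. Mice 1 and 2 were grown in Wnt-proficient medium and mice 3 and 4 in Wnt-deficient medium, and no mouse was grown in both. The organoids also differed in passage number. In Wnt-deficient medium all 4 arrays were of passage 2. In Wnt-proficient medium the EO arrays were of passage 15 for mouse 1 and passage 10 for mouse 2, whereas the DO arrays were of passage 4 for mouse 1 and passage 1 for mouse 2. The arrays of each medium were hybridized on a slide of their own. Medium, slide, scan session and mice therefore coincide, and a difference between the media cannot be told apart from a difference between slides or mice. The sample labels name the tissue only as cervix, while the methods place the organoids in the ectocervix (EO-ecto and DO-ecto). The number of arrays, 2 per group, limits the precision of every comparison.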

Mouse EO-ecto and DO-ecto regardless of medium (two mice per condition). Effect sizes could not be pre-determined; therefore, sample sizes were selected on the basis of availability. Cells and organoids were pelleted and resuspended in 1 ml Trizol (Life Technologies), and RNA was isolated according to the manufacturer’s protocol. RNA was quantified with a NanoDrop 1000 UV-Vis spectrophotometer (Kisker), and quality was assessed by 2100 Bioanalyzer with RNA Nano 6000 microfluidics kit (Agilent Technologies).

### Microarray expression profiling

Single-colour hybridizations were performed on custom whole-genome human 8 × 60k arrays (Design ID048908) and feature extraction was applied to obtain probe intensities (Agilent). 

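The headers of the mouse scanner files name another array design than the methods do, a mouse design, read with Feature Extraction 11.5.1.1. Each array held 62976 spots, of which 59305 were not controls, for 55681 different probes. The probe positions in the files are those of the mouse genome build mm9. The arrays on the Wnt-proficient slide were brighter. The 75th percentile of the processed intensity lay between 494 and 840 in Wnt-proficient medium and between 207 and 288 in Wnt-deficient medium. Likewise, 49.3% to 52.9% of the probes were well above background in Wnt-proficient medium and 43.2% to 47.9% in Wnt-deficient medium, by the mark that Feature Extraction sets for each spot. No spot was saturated (0 on all 8 arrays), and between 169 and 277 spots per array carried an outlier mark and were left out. Probes well above background on both arrays of at least 1 group were tested, which left 29423 probes for 15336 named genes. Of a list of genes that the paper names for cervical organoids and epithelia, 56 had a probe and 45 were tested. Cxcl17, Dkk1, Dkk2, Hes5, Kremen2, Mfng, Mmp7, Muc1, Muc5b, Rspo1 and Rspo3 were not well above background on both arrays of any group. The female origin of the mice was checked on the arrays. Xist was well above background on all 8 arrays, Ddx3y, Eif2s3y and Kdm5d on 0, and Uty on 1.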

The extracted raw data were background-corrected, quantile-normalized and analysed for differential gene expression using R and the BioConductor package LIMMA (Supplementary Tables 6–8). 

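For the mouse arrays, the mean spot intensity was corrected for the local background by normexp with an offset of 50, a background method that the methods do not name. The arrays were then quantile-normalized, log2-transformed and fitted in limma 3.58.1 with 1 mean for each of the 4 groups, without a block for the mouse. Over the tested probes, the log2 intensities of the 2 arrays of a group correlated with r between 0.985 and 0.995. The EO and DO arrays of the same mouse correlated with r between 0.961 and 0.984. Those of different mice in the same medium were as close, with r between 0.965 and 0.985. Arrays of different media correlated with r between 0.927 and 0.962. These are correlations across probes, which are not independent replicates. The difference between the 2 replicates had an SD over probes of 0.29 (log2) in EO and 0.49 in DO of Wnt-proficient medium, and of 0.46 in EO and 0.43 in DO of Wnt-deficient medium. In a principal component analysis, the first component held 57.8% of the variance and separated the media, and component 2 held 20.2% and separated EO from DO within each medium. The Wnt-proficient DO of passage 4 had a value of 16.61 on component 2, below the other DO arrays, which lay between 31.30 and 55.48.

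**Figure D1:**
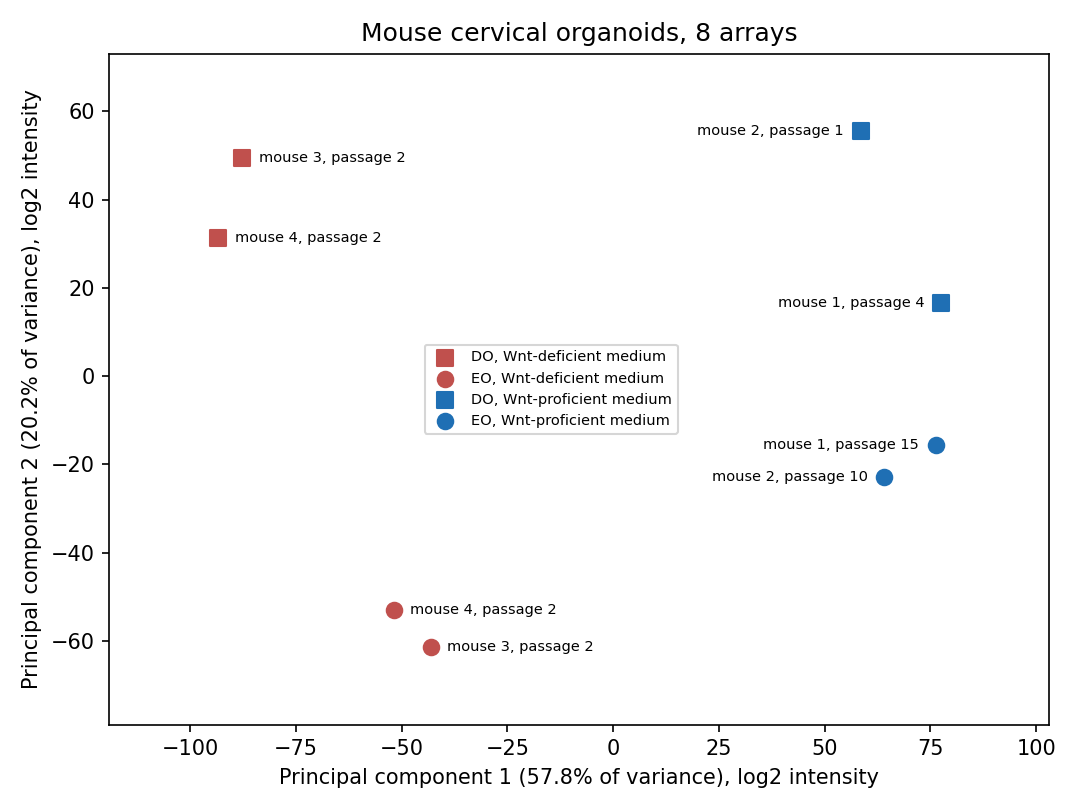
Principal component analysis of the log2 intensities of the 8 mouse organoid arrays. The horizontal axis is component 1 (57.8% of the variance) and the vertical axis component 2 (20.2%), in units of log2 intensity. Each point is 1 array, circles are EO, squares are DO, red is Wnt-deficient medium and blue is Wnt-proficient medium, with the mouse and passage number beside it. The Wnt-deficient arrays lie below 0 on component 1 and the Wnt-proficient arrays above 0.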

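At the thresholds given for the signature genes (a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1.5 in either direction), 309 mouse probes differed between EO and DO over both media, 118 higher and 191 lower in EO. In Wnt-deficient medium alone 755 probes differed, 290 higher and 465 lower in EO, and in Wnt-proficient medium 182 differed, 61 higher and 121 lower. These counts depend on single arrays. With each mouse or array left out in turn they ranged from 71 to 556 over both media, from 281 to 921 in Wnt-deficient medium and from 0 to 754 in Wnt-proficient medium. The highest counts over both media and in Wnt-proficient medium were those without the DO array of passage 4. Feature Extraction's own processed signal scaled to the 75th percentile gave 927, 1513 and 636 probes. A fit of only the 4 arrays compared gave 678 probes in Wnt-deficient medium and 10 in Wnt-proficient medium.

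Over both media, the largest rises in EO were those of Fst, Prkg2, Epgn, Tubb6 and Gsta3, with log2 fold changes between 2.45 and 3.44. Fst, whose probe lies on chromosome 13 from 115243565 to 115243624, rose by 3.44 (log2, standard error 0.53, adjusted p = 0.0125 by limma), and with arrays left out by 2.59 to 4.27, with adjusted p-values up to 0.0780. The largest falls were those of Il1r2, Stfa1, Apol9b, S100g and Apol9a, with log2 fold changes between -5.95 and -4.49. Il1r2 (chromosome 1, 40180014 to 40180073) differed widely between the DO arrays of Wnt-proficient medium, with a mean of 11.58 ± 5.53 (log2, SD, n = 2), and neither EO array of that medium was well above background. Its log2 fold change was -3.93 without mouse 2, and its adjusted p reached 0.179 without mouse 3. Apol9a and Apol9b, members of a family whose probes lie close together on chromosome 15, also differed widely between the Wnt-deficient DO arrays (SD 3.93 and 3.92). S100g (chromosome X, 159399938 to 159399997) had a log2 fold change of -4.49 (standard error 0.28, adjusted p = 0.00264 by limma), and its adjusted p stayed at or below 0.0382 with arrays left out. Each of these 10 genes lost its call under at least 1 of the settings tried. Among the genes the paper names, Krt17 was higher in EO over both media, with a log2 fold change of 2.34 (standard error 0.21, adjusted p = 0.00480 by limma), and Lor, Krt10, Fam25c, Krt8 and Dkk3 were lower, with log2 fold changes of -2.72, -2.72, -3.82, -2.17 and -1.54. Krt8 and Dkk3 did not fall in both media. In Wnt-deficient medium, where neither was called, their log2 fold changes were 0.36 (standard error 0.80) and 0.51 (standard error 0.42), and their falls were those in Wnt-proficient medium (-4.70 and -3.59). Lor, Krt10 and Fam25c were called in Wnt-deficient medium but not in Wnt-proficient medium, and Krt17 was called in each. Of these 6 genes, only Lor kept its call over both media under every setting.

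Within Wnt-deficient medium, Fst, Adam8, Rs5-8s1, Epgn and Cxcl5 rose most in EO, with log2 fold changes between 4.05 and 4.72, and Wfdc12, S100g, Klk1b3, Lce1i and Lce1b fell most, with log2 fold changes between -7.71 and -6.08. Wfdc12 (chromosome 2, 164015895 to 164015954) was 7.37 ± 1.96 (log2 intensity, SD, n = 2) in EO, where it was well above background on 1 of the 2 arrays, and 15.09 ± 0.29 in DO (adjusted p = 0.00387 by limma). Wfdc12, S100g, Klk1b3 and Rs5-8s1 kept their calls under every setting and the other 6 did not. Within Wnt-proficient medium, Gm15645, Slc7a5, Mthfd2, Foxf2 and Phgdh rose most, with log2 fold changes between 2.11 and 2.61, and Stfa1, Gsdmc, Gsdmc4 and Krt8 were among those that fell most, with log2 fold changes between -7.64 and -4.70. All of these lost their calls with at least 1 mouse or array left out. Krt8 was 6.50 ± 0.05 (log2 intensity, SD, n = 2) in EO and 11.20 ± 0.27 in DO of Wnt-proficient medium (adjusted p = 0.0435 by limma), and its adjusted p reached 0.383 without mouse 2.

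Between Wnt-deficient and Wnt-proficient medium, 1651 probes differed over both ages, 770 higher and 881 lower in Wnt-deficient medium, with a range of 1356 to 1775 when mice or arrays were left out. The corresponding counts were 2158 for DO (range 1771 to 2370) and 1439 for EO (range 782 to 1606). The processed signal scaled to the 75th percentile gave 3927, 4427 and 3921 probes. The largest rises in Wnt-deficient medium were those of Lce3a, Irx1, Cnfn, Lce3b and Gm94, with log2 fold changes between 7.73 and 8.43. Lce3a (chromosome 3, 92729210 to 92729269) was well above background on all 4 Wnt-deficient and on 1 of the 4 Wnt-proficient arrays. The largest falls were those of Tslp, Hoxa11os, Msln, Cd34 and Tbx3, with log2 fold changes between -9.14 and -7.03. Tslp (chromosome 18, 32978885 to 32978944) had a log2 fold change of -9.14 (standard error 0.38, adjusted p = 1.94e-05 by limma) and was well above background on 1 of the 4 Wnt-deficient arrays. Of these 10 genes only Lce3b lost its call under a setting, with an adjusted p of 0.0549 without mouse 1. These differences between media are also differences between slides and mice.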

R was used for all statistical analyses unless stated otherwise: unpaired tests were used for microarray gene expression comparisons and Mann–Whitney *U* test was used for comparisons with SCJ marker genes, *P* < 0.05. Microarray data have been deposited at the Gene Expression Omnibus (GEO) under accession number GSE87076. The signature of differentially expressed genes in cultured cells and organoids was based on all genes with false discovery rate <0.05 and log_2_(fold change) <−1.5 or >1.5 for each comparison (2D versus DO-ecto or EO-ecto versus DO-ecto). For each gene, the largest absolute fold change from both comparisons and possible replicate probes was taken.

### Analysis of stem cell-related genes

Raw microarray datasets of adult stem cells cultured on feeder cells and corresponding differentiated cells from an air–liquid interface, Matrigel or self-assembly sphere were downloaded from the GEO (GSE57584, GSE66115, GSE69453, GSE65013, GSE32606, GSE69429, GSE49292) and normalized using the RMA-sketch method (Affymetrix Power Tools). We assessed genes that were differentially expressed between stem cells and corresponding differentiated cell cultures: normal oesophagus, Barrett’s oesophagus, gastric cardia, duodenum, jejunum, ileum, colon ascendens, colon transversum, colon descendens, KRT5^+^ and KRT7^+^ fetal oesophagal cells, fallopian tube, nasal turbinated epithelium, tracheobronchial epithelium and distal airway epithelium. We selected significantly up- or downregulated stem cell-related genes (abs(log fold change) >1, adjusted *P* <0.05) in at least 5 out of 18 comparisons (Supplementary Tables 5, 9 and 10).

### Gene set enrichment analysis

We performed a pre-ranked analysis using GSEA software v2.1.0 and applied *t*-statistics on comparisons of ectocervical organoids (2D versus DO-ecto or EO-ecto versus DO-ecto) to rank probes and enrichment of MSigDB Motif gene sets (c3.all.v5.1.symbols.gmt) under standard settings; the Max_probe method (1,000 permutations) was applied for collapsing probe sets within genes. Motif gene sets (significant in at least 1 gene, FDR <5%) were further analysed. For the heat map visualization, we selected motif gene sets referring to the same transcription factors with the most significant negative log_10_(*P*-value).

### Cervical cancer data

Gene expression data, including public clinical and molecular annotations, were obtained for 178 unique samples published by The TCGA consortium. Gene expression levels were extracted from ‘*.rsem.genes.normalized_results’ files using custom scripts and normalized by applying DESeq2-generated size factors. To classify samples into squamous-like and columnar-like classes, gene expression levels were log_2_-transformed, and *Z*-scores were applied for comparisons. A squamous versus columnar organoid signature was defined on the basis of fold changes between ectocervical squamous and endocervical columnar organoids (2,834 genes, FDR < 0.05, absolute log_2_(fold change) > 1), selecting the probe with the lowest *P*-value for each gene. Spearman correlation coefficients (referred to as Co–Sq scores) were computed between *Z*-scored gene expression values from each cancer sample and the corresponding fold change for the same gene from the squamous versus columnar organoid signature. We defined samples with Co–Sq score >0.2 as squamous-like, those with Co–Sq score <−0.2 as columnar-like, and all others as ‘undetermined’ (Extended Data Fig. 8b). Applying the same procedure to 1,000 random gene sets of the same size and fold changes produced correlation coefficients generally lower than |0.06|. Thresholds for sample classification into *KRT5*^high^ versus *KRT5*^low^, *KRT7*^high^ versus *KRT7*^low^ and *TP63*^high^ versus *TP63*^low^ classes were selected manually to separate the highest cluster from all other samples (Extended Data Fig. 8a). For simplicity, we combined all diagnoses with an adenoma component (ADC and adenosquamous carcinoma) into cervical ADC (Supplementary Table 14).

### Statistics and reproducibility

GraphPad Prism (v.8) was used for statistical calculations and generation of plots. The data are displayed as mean ± s.e.m. *P* < 0.05 was considered to be statistically significant. Each experiment was repeated independently with similar results.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-020-00619-0.

## Supplementary information

Reporting Summary

Peer review information

Supplementary Table 1 Marker genes for annotated clusters of three healthy murine cervix datasets. Related to Fig. 1b. Marker genes (rows) associated with the population subsets (column 1) are extracted from Seurat (*P* < 0,01, column 2). Columns 3 to 6 give the default Seurat output (pct1 and pct2 refer to the percentage of cells expressing genes among the studied subset (pct1) and among the whole dataset analysed (pct2)). Ensembl gene number and gene names are given in columns 7 and 8, respectively. Statistical significance was calculated employing the Wilcoxon rank-sum test for genes detected for 10% of barcodes with at least 0.25-fold difference (log scale) across clusters using the Seurat function.

Supplementary Table 2 Marker genes for annotated clusters of the epithelial subsets from three healthy murine cervix datasets. Related to Fig. 1d. Marker genes (rows) associated with the population subsets (column 1) are extracted from Seurat (*P* < 0,01, column 2). Columns 3 to 6 give the default Seurat output (pct1 and pct2 refer to the percentage of cells expressing genes among the studied subset (pct1) and among the whole dataset analysed (pct2)). Ensembl gene number and gene names are given in columns 7 and 8, respectively. Statistical significance was calculated employing the Wilcoxon rank-sum test for genes detected for 10% of barcodes with at least 0.25-fold difference (log scale) across clusters using the Seurat function.

Supplementary Table 3 Gene Ontology categories for annotated clusters of the epithelial subset from three murine healthy cervix datasets. Related to Fig. 1f. Displayed GO terms for each subpopulation on Fig. 1f are labelled in red. Gene ontology (rows) associated to the epithelial subset from three murine healthy cervix datasets are calculated using clusterProfiler. For each distinct cluster (column 1, as identified in UMAP projection (Fig. 1d), GO terms (columns 2 and 3) are classified by decreasing *P*-value. The table reproduces the output of clusterProfiler (columns 3 to 7). Genes associated with each GO term are identified by their Entrez number (columm 8). Gene counts are given column 9. Statistical significance was calculated employing the Wilcoxon rank-sum test for genes detected for 10% of barcodes with at least 0.25-fold difference (log scale) across clusters using the Seurat function.

Supplementary Table 4 Marker genes for annotated clusters of the stromal subset from three murine healthy cervix datasets. Related to Fig. 3a. Marker genes (rows) associated with the population subsets (column 1) are extracted from Seurat (*P* < 0,01, column 2). Columns 3 to 6 give the default Seurat output (pct1 and pct2 refer to the percentage of cells expressing genes among the studied subset (pct1) and among the whole dataset analysed (pct2)). Ensembl gene number and gene names are given in columns 7 and 8, respectively. Statistical significance was calculated employing the Wilcoxon rank-sum test for genes detected for 10% of barcodes with at least 0.25-fold difference (log scale) across clusters using the Seurat function.

Supplementary Table 5 Differentially expressed genes from the heat maps and squamous versus columnar signature. Related to Fig. 4e. Statistical significance was calculated by two-sided moderated *t*-test adjusted for multiple testing by the method of Benjamini–Hochberg (FDR).

Supplementary Table 6 Genes differentially expressed in 2D versus differentiated organoids from human ectocervix. Related to Fig. 4e. Statistical significance was calculated by two-sided moderated *t*-test adjusted for multiple testing by the method of Benjamini–Hochberg (FDR).

Supplementary Table 7 Genes differentially expressed in early versus differentiated organoids from human ectocervix. Related to Fig. 4e. Statistical significance was calculated by two-sided moderated *t*-test adjusted for multiple testing by the method of Benjamini–Hochberg (FDR).

Supplementary Table 8 Genes differentially expressed in differentiated organoids from human ecto- and endocervix. Related to Fig. 4e. Statistical significance was calculated by two-sided moderated *t*-test adjusted for multiple testing by the method of Benjamini–Hochberg (FDR).

Supplementary Table 9 Differentially expressed genes from the heat maps and squamous versus columnar signature. Related to Fig. 4f. Statistical significance was calculated by two-sided moderated *t*-test adjusted for multiple testing by the method of Benjamini–Hochberg (FDR).

Supplementary Table 10 Differentially expressed genes from the heat maps and squamous versus columnar signature. Related to Extended Data Fig. 6c. Statistical significance was calculated by two-sided moderated *t*-test adjusted for multiple testing by the method of Benjamini–Hochberg (FDR).

Supplementary Table 11 Marker genes for annotated clusters of five healthy and metaplastic murine cervix datasets. Related to Fig. 5e. Marker genes (rows) associated with the population subsets (column 1) are extracted from Seurat (*P* < 0.01, column 2). Columns 3 to 6 give the default Seurat output (pct1 and pct2 refer to the percentage of cells expressing genes among the studied subset (pct1) and among the whole dataset analysed (pct2)). Ensembl gene number and gene names are given in columns 7 and 8, respectively. Statistical significance was calculated employing the Wilcoxon rank-sum test for genes detected for 10% of barcodes with at least 0.25-fold difference (log scale) across clusters using the Seurat function.

Supplementary Table 12 Marker genes for annotated clusters of the epithelial subsets from five healthy and metaplastic murine cervix datasets. Related to Fig. 5g. Marker genes (rows) associated with the population subsets (column 1) are extracted from Seurat (*P* < 0.01, column 2). Columns 3 to 6 give the default Seurat output (pct1 and pct2 refer to the percentage of cells expressing genes among the studied subset (pct1) and among the whole dataset analysed (pct2)). Ensembl gene number and gene names are given in columns 7 and 8, respectively. Statistical significance was calculated employing the Wilcoxon rank-sum test for genes detected for 10% of barcodes with at least 0.25-fold difference (log scale) across clusters using the Seurat function.

Supplementary Table 13 Marker genes for annotated clusters of the stromal subsets from five healthy and metaplastic murine cervix datasets. Related to Fig. 6b. Marker genes (rows) associated with the population subsets (column 1) are extracted from Seurat (*P* < 0.01, column 2). Columns 3 to 6 give the default Seurat output (pct1 and pct2 refer to the percentage of cells expressing genes among the studied subset (pct1) and among the whole dataset analysed (pct2)). Ensembl gene number and gene names are given in columns 7 and 8, respectively. Statistical significance was calculated employing the Wilcoxon rank-sum test for genes detected for 10% of barcodes with at least 0.25-fold difference (log scale) across clusters using the Seurat function.

Supplementary Table 14 Classification of cancer samples based on the expression signature of squamous ectocervical and columnar endocervical organoids.

Supplementary Table 15 Table of antibody dilutions and validation links.

Supplementary Table 16 Patient information.

## Data Availability

Microarray and scRNA-seq data that support the findings of this study have been deposited in the GEO under accession codes GSE87076 and GSE128987, respectively. Previously published microarray data that were reanalysed here are available under accession codes GSE57584, GSE66115, GSE69453, GSE65013, GSE32606, GSE69429 and GSE49292. The human cervical cancer data were derived from the TCGA research network (http://cancergenome.nih.gov/). The dataset derived from this resource that supports the findings of this study is available at https://gdc.cancer.gov/about-data/publications/cesc_2017. The quantitative data of this study are available within the paper and its supplementary information files. All other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data Fig. 2 Statistical source data
Source Data Fig. 3 Statistical source data
Source Data Fig. 4 Statistical source data
Source Data Extended Data Fig. 4 Statistical source data
Source Data Extended Data Fig. 7 Statistical source data

# Supplementary material for: Opposing Wnt signals regulate cervical squamocolumnar homeostasis and emergence of metaplasia
**Source:** Nat Cell Biol. 2021 Jan 18;23(2):184–97. doi: 10.1038/s41556-020-00619-0
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Microarray image data were analyzed and extracted with the Image Analysis/Feature Extraction software G2567AA v. A.11.5.1.1 (Agilent Technologies)  
Next-generation sequencing data was collected by Illumina NovaSeq 6000 (IOx Chromium libraries).

**Data analysis** Graphpad Prism version 8 was used for statistical analysis.  
Gene set enrichment was performed using the GSEA software from <http://software.broadinstitute.org/gsea/downloads.jsp>.  
R-3.4 was obtained from <https://cran.r-project.org/>  
R code used to produce analysis results from raw micro array files can be accessed under: [https://github.com/MPIIB-Department-TFMeyer/Chumduri\\_Gurumurthy\\_et\\_al.\\_Cervical\\_squamocolumnar\\_homeostasis](https://github.com/MPIIB-Department-TFMeyer/Chumduri_Gurumurthy_et_al._Cervical_squamocolumnar_homeostasis)  
GSEA software v2.1.0 was obtained from <http://software.broadinstitute.org/gsea>  
Velocity 6.3 software package (Perkin Elmer)  
Zen 2.3 (Blue edition) image analysis software  
The Cell Ranger version 3.0.1 software suite (IOx Genomics) and Seurat Version 2.3.4 were used to analyse single cell sequencing data.  
Adobe Photoshop and illustrator version 19

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Microarray and scRNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession codes GSE87076 and GSE128987. Previously published microarray data that were re-analysed here are available under accession codes GSE57584, GSE66115, GSE69453, GSE65013, GSE32606, GSE69429, GSE4929219. The human cervical cancer data were derived from the TCGA Research Network: <http://cancergenome.nih.gov/>. The data-set derived from this resource that supports the findings of this study is available in [https://gdc.cancer.gov/about-data/publications/cesc\\_2017](https://gdc.cancer.gov/about-data/publications/cesc_2017). The quantitative data of this study are available within the paper and its supplementary information files. All other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data underlying the graphical representations in Figs. 2b,2c,2g, 3e,3f,3g, 4h, Ext. Data Fig 4g, Ext. Data Fig 7b are provided in the Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Sample size was based on the availability of the mice with respective genotype and previous experience. Experiments were performed on n = 3 biological replicates except where stated otherwise. |
| Data exclusions | No data were excluded from the experiments                                                                                                                                                                                                                     |
| Replication     | All attempts at replication were successful. All graphs represent data with at least two biological replicates, all images represent findings reproduced at least twice in the laboratory.                                                                     |
| Randomization   | Animal experiments were done on littermates randomly allocated to different experimental groups. Human samples were allocated randomly to different experiments.                                                                                               |
| Blinding        | The investigator was blinded for image analysis and for quantitative analysis.                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Mouse-anti-p63 (Abcam,# ab735)<br>Rabbit-anti-p63 (Abcam,# ab53039)<br>Mouse-anti-E-Cadherin (BD Biosciences,# 610181)<br>Rabbit-anti-Ki67 (Abcam,# ab16667) |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|

Rat-anti-Ki67-FITC (eBioscience, # 11-5698)  
 Rabbit-anti-KRT5 (Abcam, # ab52635)  
 Rabbit-anti-cytokeratin 5-Alexa488 (Abeam, # ab193894)  
 Mouse-anti-KRT7 (Santa Cruz, # sc-23876)  
 Rabbit-anti-cytokeratin 7 (Abcam, # ab181598)  
 Rabbit-anti-cytokeratin 7-Alexa555 (Abcam, # ab209601)  
 Rabbit-anti-CSTA (Cystatin A) (Sigma, #HPA001031)  
 Rabbit-anti-AGR2 (Proteintech, # 12275-1-AP)  
 Mouse-anti-MUC5B (Abcam, # ab77995)  
 Rabbit-anti-GDA (Sigma, #HPA019352)  
 Rabbit-anti-Cytokeratin 17 (Abcam, #ab109725)  
 Mouse-anti-Cytokeratin 19 (Abcam, #ab7754)  
 Mouse-anti-Cytokeratine 18 (Abcam, #ab668)  
 Donkey Anti-Rabbit- Alexa Fluor® 488 (Jackson Immuno Research, #711-546-152)  
 Donkey Anti-Rabbit - Cy™3 (Jackson Immuno Research, #711-166-152)  
 Donkey Anti-Rabbit - Alexa Fluor® (Jackson Immuno Research, #647 711-605-152)  
 Donkey Anti-Mouse - Cy™5 AffiniPure (Jackson Immuno Research, #715-175-151)

## Validation

All antibodies are commercially available and validation experiments for the respective antibodies were performed by the commercial manufacturer and below we provide the respective link for each antibody:

Mouse-anti-p63  
<https://www.abcam.com/p63-antibody-4a4-ab735.html>  
 Rabbit-anti-p63  
<https://www.abcam.com/p63-antibody-ab53039.html>  
 Mouse-anti-E-Cadherin  
<https://www.bdbiosciences.com/us/applications/research/stem-cell-research/cancer-research/human/purified-mouse-anti-e-cadherin-36e-cadherin/p/610181>  
 Rabbit-anti-Ki67  
<https://www.abcam.com/ki67-antibody-sp6-ab16667.html>  
 Rat-anti-Ki67-FITC  
<https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SolA15-Monoclonal/11-5698-80>  
 Rabbit-anti-KRT5  
<https://www.abcam.com/cytokeratin-5-antibody-ep1601y-cytoskeleton-marker-ab52635.html>  
 Rabbit-anti-cytokeratin 5-Alexa488  
<https://www.abcam.com/cytokeratin-5-antibody-ep1601y-alexa-fluor-488-ab193894.html>  
 Mouse-anti-KRT7  
<https://www.scbt.com/p/cytokeratin-7-antibody-rck105>  
 Rabbit-anti-cytokeratin 7  
<https://www.abcam.com/cytokeratin-7-antibody-epr17078-cytoskeleton-marker-ab181598.html>  
 Rabbit-anti-cytokeratin 7-Alexa555  
<https://www.abcam.com/cytokeratin-7-antibody-epr17078-alexa-fluor-555-ab209601.html>  
 Rabbit-anti-CSTA (Cystatin A)  
<https://www.sigmaaldrich.com/catalog/product/sigma/hpa001031?lang=de&region=DE>  
 Rabbit-anti-AGR2  
<https://www.ptglab.com/products/AGR2-Antibody-12275-1-AP.htm#tested-applications>  
 Mouse-anti-MUC5B  
<https://www.abcam.com/muc5b-antibody-194e-ab77995.html>  
 Rabbit-anti-GDA  
<https://www.sigmaaldrich.com/catalog/product/sigma/hpa019352?lang=de&region=DE>  
 Rabbit-anti-Cytokeratin 17  
<https://www.abcam.com/cytokeratin-17-antibody-ep1623-cytoskeleton-marker-ab109725.html>  
 Mouse-anti-Cytokeratin 19  
<https://www.abcam.com/cytokeratin-19-antibody-a53-ba2-cytoskeleton-marker-ab7754.html>  
 Mouse-anti-Cytokeratine 18  
<https://www.abcam.com/cytokeratin-18-antibody-c-04-ab668.html>  
 Rabbit-anti-Loricrin  
<https://www.abcam.com/loricrin-antibody-ab85679.html>  
 Donkey Anti-Rabbit- Alexa Fluor® 488  
<https://www.jacksonimmuno.com/catalog/products/711-546-152>  
 Donkey Anti-Rabbit - Cy™3  
<https://www.jacksonimmuno.com/catalog/products/711-166-152>  
 Donkey Anti-Rabbit - Alexa Fluor® 647  
<https://www.jacksonimmuno.com/catalog/products/711-605-152>  
 Donkey Anti-Mouse - Cy™5 AffiniPure  
<https://www.jacksonimmuno.com/catalog/products/715-175-151>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

For the study 4-20 week old female mice were used. The following genetic strains were used:  
 Wildtype C56BL/6  
 KRT5CreErt2/Rosa26-tdTomato  
 KRT8CreErt2/Rosa26-tdTomato

|                         |                                                                 |
|-------------------------|-----------------------------------------------------------------|
| Wild animals            | Study did not involve wild animals                              |
| Field-collected samples | No field collected samples were used                            |
| Ethics oversight        | Landesamt für Gesundheit und Soziales (LaGeSo), Berlin, Germany |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                            |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Tissues biopsies obtained from female donors majorityly between 40-55-year age were used.                                                                                                                                                                                                                                                                  |
| Recruitment                | Upon receiving informed consent the biopsies were collected and samples from different donors were randomly assigned to experiments.                                                                                                                                                                                                                       |
| Ethics oversight           | Human ecto- and endocervix samples were provided by the Department of Gynecology, Charite University Hospital, Berlin, Germany. Scientific usage of the samples was approved by the ethics committee of the Charite University Hospital, Berlin (EAL/059/15); informed consent to use their tissue for scientific research was obtained from all subjects. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

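The files analysed here hold the mouse organoid arrays of the study. RNA from early organoids (EO, 3 days) and differentiated organoids (DO, 2 weeks) in Wnt-deficient or Wnt-proficient medium was hybridized on 8 single-colour arrays, 2 per group. Each of 4 mice gave 1 EO and 1 DO array, mice 1 and 2 in Wnt-proficient and mice 3 and 4 in Wnt-deficient medium. The human arrays that the paper's results report were not analysed here.

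The authors scanned the arrays and deposited the intensity of every spot as Feature Extraction 11.5.1.1 read it: the mean and median spot intensity and the local background, uncorrected, and a processed intensity that the program had corrected for background within each array. The deposited files also hold the program's marks for each spot (well above background, saturated, outlier). The authors further deposited a table of log2 values for the same arrays. Its 62976 rows had the same order of values as the median spot intensity after normexp with an offset of 16 and quantile normalization (Spearman's rho 1 in each array), with a median absolute difference of 0.0770 and at most 0.280 on the log2 scale. Its 3784 empty cells were all spots with an outlier mark. The methods state background correction, quantile normalization and limma, and name no background method.

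From the scanner files, the mean spot intensity was corrected with the median local background by normexp (offset 50), control spots and spots with an outlier mark were left out, and the arrays were quantile-normalized and log2-transformed. Background correction and quantile normalization are the steps the methods name, and were used in place of the processed signal of the program, which was run as an alternative. The spot intensity (mean) and the offset differ from those that came closest to the deposited log2 table. For EO against DO in Wnt-proficient medium an offset of 16 gave 266 probes and that table 265, in place of 182. Spots of the same probe were averaged. Of 55681 probes, the 29423 that were well above background on both arrays of at least 1 group were tested, and 26258 were not. Of all probes, 27509 were named through a table of mouse gene names of GRCm38.p6, matched by accession, 5438 kept the name in the files and 22734 had no gene name. No coordinates were taken from that table. Probe positions are those in the files, on mm9. A probe that was not well above background on any array of a group has only an upper limit there, so that its log2 fold change understates the difference.

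Tests were run in R 4.3.3 with limma 3.58.1, with scanner files read through data.table 1.17.8. One linear model with a mean for each of the 4 groups was fitted to all 8 arrays (residual degrees of freedom 4, prior degrees of freedom 3.14), with eBayes and Benjamini-Hochberg adjustment over the tested probes. A probe was called at an adjusted p under 0.05 and a log2 fold change beyond 1.5 in either direction, the thresholds of the paper's signature. The comparisons were EO against DO over both media and in each medium, the difference between the media in that comparison, and Wnt-deficient against Wnt-proficient medium in DO, in EO and over both ages. A gene with several probes is given by the probe with the highest mean log2 intensity. No other tested probe of a gene named in the text had the opposite sign. Genes are named by a rule: the 5 largest rises and 5 largest falls among called probes that changed the same way in every mouse (for the media, without overlap between the arrays), measured on both sides, for EO against DO and for the media over both ages, and a list of genes the paper names for cervical organoids and epithelia. Values are printed mainly for the called ones. One gene chosen by this rule is not reported here.

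Gene lists were tested by camera with a preset correlation of 0.01 and by fry, on 1 probe per gene with a value on all arrays. The human EO and DO lists were taken from Supplementary Table 5 at the same thresholds, and the stem cell list from Supplementary Table 9. Human symbols were matched to mouse symbols ignoring case. Squamous, columnar and squamocolumnar junction (SCJ) markers were taken from the genes the paper names, without all of them. Gm94, which the paper names for differentiated squamous cells, is not on the lists and is reported only among the largest changes. SCJ markers were compared by a two-sided exact permutation test, in which 4 arrays against 4 make 70 splits. A list of stromal markers served to look for stromal cells, and a list of sex-linked genes to check the labels.

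The pairing of EO and DO arrays comes from the mouse each array belongs to. Over probes, the deviations of the EO and DO arrays of a mouse from their group means correlated with 0.0700 in Wnt-deficient and 0.140 in Wnt-proficient medium. The mouse as a block was run as an alternative, as a fixed term for EO against DO and as a random term (duplicateCorrelation, consensus correlation -0.0360) for the media. Each slide held 1 medium, so that the slide can be a block only for EO against DO.

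The choices above, the thresholds, the gene lists and the alternatives were fixed before the data were examined, except for the Wnt target list, the lists within each medium and between the media, the stem cell list without human genes, the alternatives run for these, and the choice to print values mainly for called genes. The alternatives were an offset of 16, normexp values or the processed signal scaled to the 75th percentile in place of quantile normalization, no filter on dim probes, the deposited log2 table, the mouse or the slide as a block, only the 4 arrays compared, other set tests, another probe rule, and leaving out each mouse and each array in turn. A leave-out that left 1 array in a group used the same pooled estimate of the spread, so the lone array is assumed to vary like the others.

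The scripts were tested on simulated data. Of 200 probes changed by 2.50 (log2) among 29276, 94.0% were recovered for EO against DO over both media, 94.0% in Wnt-deficient medium, 92.5% in Wnt-proficient medium, 73.5% for the difference between the media, and 96.0% for the media over both ages, with 0, 3, 0, 4 and 3 unchanged probes called. The simulated shifts of gene lists were found with the right sign by camera and fry. Probes and arrays were simulated as independent, so the simulation cannot judge the set tests on correlated genes or the effect of shared mice.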

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

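The tests of quantile normalization, of stromal cells, of columnar cells and of passage number between the media in DO were chosen only after the result was seen. The paper's results report human arrays, so that each comparison here is of samples on which its results give no values. Within each medium, every gene of the gene lists that was well above background on all 4 arrays was examined for a single array far from the other arrays.

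In 5 of 101 such groups of 4 the gap of an array to its nearest neighbour, as a share of the whole range, exceeded Dixon's 95% limit. Chance alone exceeds it in about 1 in 20 groups. All 5 lay in Wnt-proficient medium. The DO array of mouse 2 (passage 1) was lower than the other arrays for Cks2 (0.926) and Hmgb2 (0.841) and higher for Notch2 (0.909), the EO array of mouse 1 was higher for Jag1 (0.971), and the DO array of mouse 1 was lower for Notum (0.832). Each group holds 2 EO and 2 DO arrays, so that age, passage and mouse cannot be told apart for a single array, and no explanation was tested.

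The difference between EO and DO itself differed between the media at 424 probes (interaction term in limma), 181 with a larger EO minus DO value in Wnt-deficient medium and 243 with a larger one in Wnt-proficient medium. The genes named in the paper among them were Dkk3, in the former direction, and Dll1 and Lor, in the latter. Of the probes called in each medium, 26 were called in both, 25 of them with the same sign. Of the 755 probes called in Wnt-deficient medium, 545 had the same sign in Wnt-proficient medium, and over all probes the log2 fold changes of the media correlated with r = 0.300 (across probes, which are not replicates). The count itself rests on single arrays: 1 probe was called without mouse 2, 6 without mouse 1, 83 without mouse 3 (54 of them among the 424) and 22 without the EO array of mouse 1, and the range over all leave-outs was 1 to 464. Leaving out a mouse also removes residual degrees of freedom. With the mouse as a replicate block, 268 probes passed.

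Several technical explanations of that difference, each taken as the whole cause, run against the tables. If only noisier arrays in Wnt-proficient medium hid its changes, the log2 fold changes would have the same spread over probes in both media. Their SD was 0.666 in Wnt-deficient and 0.508 in Wnt-proficient medium, a ratio of 1.31, while the replicate spread in Wnt-proficient medium was 0.902 times that in Wnt-deficient medium. Quantile normalization as the whole cause would remove most of the probes when arrays are only scaled, but 81.8% of them (347 probes) passed with the same sign after normexp scaled to the 75th percentile, and 63.2% (268 probes) with the processed signal so scaled, which also changes the background correction. Compressed fold changes on the Wnt-proficient slide, as the whole cause, would show in probes chosen by their change in 1 Wnt-proficient mouse. Nearly every such probe would change more in Wnt-deficient medium than in the other mouse. This was so for 53.2% of the probes chosen in mouse 2 and 12.8% of those chosen in mouse 1. The median changes were 0.86 in Wnt-deficient medium and 0.76 in the other mouse for mouse 2, and 0.09 and 1.56 for mouse 1. The prediction assumes the same changes in both media, so compression as a part of the cause is not excluded.

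Passage number remains open for the difference between the media. The DO arrays of Wnt-proficient medium were of passages 4 and 1, and over probes the difference between them correlated with the EO minus DO difference in that medium, with r = 0.390. Both differences contain the same DO arrays and each passage is 1 mouse, so passage and mouse cannot be told apart. Without the DO of passage 4, the count for EO against DO in Wnt-proficient medium was 754 in place of 182, which may reflect a passage 4 culture that was less far from EO or may be chance in 1 array. Stromal cells remain open as well. The highest group mean among Col1a1, Col1a2, Col3a1 and Dcn was a log2 intensity of 7.16 (Dcn in Wnt-deficient EO). Col3a1 was well above background on 6 of the 8 arrays, Col1a1 on 4, Dcn on 1 and Col1a2 on 0, and levels this near background decide nothing. Slide and mice, which coincide with the medium, and the medium itself also remain open.

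Between the media, 1651 probes differed over both ages, and the counts with mice or arrays left out were 1356 to 1775. In a fit with 2 group means, 1480 probes separated the media and no other of the 35 splits of the arrays into 4 and 4 gave as many (1 of 35, the real split included). The arrays of a mouse are not independent, however, and when both arrays of a mouse are kept together there are only 3 splits, of which the real one gave the most (1 of 3), so chance cannot be excluded at the level of mice.

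The greater brightness of the Wnt-proficient arrays does not account for the difference between the media alone. Among the 20990 probes well above background on all 8 arrays, 1126 were called, 530 higher and 596 lower in Wnt-deficient medium, a share of 5.36% against 5.61% of all tested probes. A steady change with passage number as the cause in DO would turn signs around, since the Wnt-proficient passages 1 and 4 lie on either side of the Wnt-deficient passage 2. Probes were chosen in 1 pair of DO arrays, by a log2 difference beyond 1.5, and read in the other pair, which shares no array with it. Over the 4 choices of pairs, 94.7% to 95.5% of them had the same sign, which leaves other effects of passage, and passage in EO, open. More columnar cells in the Wnt-proficient cultures alone would raise all columnar markers there, but of those called, 4 were higher (Krt7, Krt18, Krt19 and Agr2) and 2 were lower (Gda and Ltf) in Wnt-proficient medium. The call of Krt7 was lost without mouse 1 (adjusted p = 0.0566) and that of Ltf without mouse 2 (adjusted p = 0.0516). Gda and Ltf argue only against more columnar cells as the sole cause, and only if both genes mark columnar cells alone. A larger columnar share in the Wnt-proficient cultures and a change within the columnar cells both stay open.

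What stays open for the media is their confounding. Slides that held arrays of both media numbered 0, and mice grown in both media numbered 0, so that an effect of the medium, of the slide and scan session, and of the mice cannot be told apart. The tissue is labelled only as cervix in both media, so a difference in region between the cultures of the media is open as well. The medium, the one difference that the design names, is therefore untested on its own. The EO arrays also differed in passage (10 and 15 against 2), and stromal cells in the cultures (highest group mean 7.16, near background) were not excluded.

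Between EO and DO, 309 probes differed over both media. In the fit with 2 group means, in which the media add to the spread, the real split passed 1 probe, and 2 of the 35 splits gave as many, so chance was not excluded in that form. The other split is that of the media and slides, with 1480 probes. With the slide as a block, 166 probes passed. Only exchanges of EO and DO within mice keep the pairs apart. Of 8 such exchanges, the real one gave 309 probes and the others at most 87 (1 of 8), a number too small to exclude chance. The count ranged from 71 without mouse 2 to 556 without the Wnt-proficient DO of passage 4. An effect of the time in culture, which the design names, and of passage in Wnt-proficient medium both stay open.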

How the results depend on the processing

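All alternatives for the lists added after the data were seen were chosen only then, and the others beforehand. For the lists chosen beforehand, stromal markers aside, no alternative other than a leave-out changed the direction. The counts kept within 1.5 times of those reported under an offset of 16, without the filter on dim probes and with the deposited log2 table. The cause was not tested for any change below unless stated.

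Leaving out arrays, the scaling of the arrays and the choice of arrays in the fit all moved the counts. With the processed signal scaled to the 75th percentile, EO against DO passed 927 probes over both media, 1513 in Wnt-deficient and 636 in Wnt-proficient medium, the difference between the media 732, and the media 4427 in DO, 3921 in EO and 3927 over both ages. With normexp scaled to the 75th percentile, EO against DO in Wnt-proficient medium passed 580 and the media in EO 2483. Scaling also shifted the median log2 fold change of all probes between the media over both ages by 0.15 (processed signal) and 0.37 (normexp). The share of calls higher in Wnt-deficient medium was then 55.3% and 62.8% in place of 46.6% over both ages, 60.3% and 70.8% in place of 48.2% in EO, and 57.1% (normexp) in place of 46.7% in DO. For the difference between the media it was 56.6% and 54.5% in place of 42.7%. Which direction holds the majority of the calls between the media thus depends on the scaling. Differences in stromal markers, all near background (0.07, 0.14, 0.00, 0.14, 0.08 and 0.01 as reported), became -0.14, 0.45 and -0.72 for EO against DO (over both media, Wnt-deficient, Wnt-proficient), 1.16 for the difference between the media, and 1.17 in EO and 0.59 over both ages for the media, with the processed signal.

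With the mouse as a replicate block, the difference between the media passed 268 probes in place of 424. The single genes Cxcl5 (Wnt-deficient) and Slc7a5 (Wnt-proficient) lost their calls, and the other counts stayed within 1.5 times. The slide as a block with a common age effect passed 166 probes in place of 309 for EO against DO. With only the 4 arrays compared, which leaves fewer arrays to estimate the spread, EO against DO in Wnt-proficient medium passed 10 in place of 182.

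With each mouse and array left out in turn, the ranges were 71 to 556 for EO against DO over both media, 281 to 921 in Wnt-deficient medium, 0 to 754 in Wnt-proficient medium (0 by limma without mouse 3 and without mouse 4), 1 to 464 for the difference between the media and 782 to 1606 for the media in EO. Fewer arrays also leave fewer degrees of freedom. With all arrays, 6620 probes had an unadjusted p under 0.05 for EO against DO in Wnt-proficient medium. The counts for the media in DO and over both ages stayed within 1.5 times.

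All 4 called gene lists lost their calls when camera estimated the correlation from the data, with the same medians: 0.39 for human genes higher in EO-ecto (adjusted p = 0.0818), -0.19 for those lower (0.0896), 0.27 for the stem cell list (0.0588) and 0.51 for squamous markers (0.306). All 4 held under fry. Squamous markers also lost their call with normexp scaled to the 75th percentile (median 1.02, adjusted p = 0.0539) and without mouse 3, without the Wnt-deficient DO of mouse 3 and without the Wnt-deficient EO of mouse 4 (medians over all leave-outs 0.36 to 0.66). The columnar median, never called, ranged from -2.13 without mouse 3 to 0.32 without mouse 4. The SCJ marker Agr2 was no longer past the threshold with normexp scaled to the 75th percentile (-1.69, adjusted p = 0.0571), while Mmp7, not above background on any array, passed it (1.12, adjusted p = 0.0357). With the mean of each mouse's arrays, Krt7 (-5.10), Cd63 (-1.90), Gda (1.92) and Agr2 (-2.26) had adjusted p = 0.333, the smallest p that 2 mice against 2 allow. The lists tested for the difference between the media, chosen after the data were seen, changed sign: the human lower list to 0.09 and 0.10 with the scaled processed signal and normexp values, and over leave-outs from -0.14 to 0.05, and the human higher list from -0.06 to 0.23.

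Of 61 results for single called genes, 0 changed sign under any alternative and 34 lost the call under at least 1, 21 of them under one other than a leave-out. Of 69 results for genes the paper names that were not called, 30 changed sign and 10 gained a call under some alternative. Values of the latter are mostly not printed, a choice made after these changes were seen. Signal over background limits the genes that can be tested: 26258 probes, 11 of the genes named in the paper among them, were not well above background on both arrays of any group.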

Other observations

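The tests of gene lists within each medium, of the difference between the media, of the stem cell list without human genes and of Wnt target genes were chosen only after the data were seen. The other lists were fixed beforehand. The claims of the paper that these lists come from rest on human organoids, and the values here are of mouse organoids.

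The human genes of Supplementary Table 5 that are higher in EO-ecto than in DO-ecto (246 symbols at the paper's thresholds) had a median log2 fold change of 0.39 between mouse EO and DO over both media, and 146 of 188 tested genes (77.7%) were higher in EO (camera, adjusted p = 1.81e-08 over 5 lists, fry 0.00295). The human genes that are lower (297 symbols) had a median of -0.19, and 136 of 206 (66.0%) were lower in EO (adjusted p = 4.57e-05, fry 0.00381). The stem cell genes of Supplementary Table 9 (896 symbols, 66 of them also among the human higher genes and 4 among the lower) had a median of 0.27, and 590 of 791 (74.6%) were higher in EO (adjusted p = 5.74e-08, fry 0.00172). With the correlation estimated from the data none of these lists passed, with adjusted p-values of 0.0818, 0.0896 and 0.0588. Without the human higher genes, the stem cell list kept a median of 0.25 over 732 genes (camera, adjusted p = 8.98e-07 over 10 tests, 0.0667 with the estimated correlation). Few single genes were called. Of the human higher genes, 5 of 190 passed over all probes, 4 with the human sign, and 6 adjusted over the list alone. Of the human lower genes, 8 of 206 passed, 7 with the human sign, and 10 adjusted over the list alone. Of the stem cell genes, 12 passed, 9 with the sign of the list, and 13 adjusted over the list alone.

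Mean intensity as the reason for these shifts was tested with random lists matched on it. Of 10000 lists of the same size, 0 had a median as far from 0 as the human higher genes, 0 as the human lower genes and 0 as the stem cell genes. The random medians lay between -0.11 and 0.14, -0.13 and 0.13, and -0.04 and 0.11, respectively. The mouse organoids may share part of the human EO and DO programme, as a hypothesis that depends on the set test, since the lists passed by camera with the preset correlation and by fry, but with the estimated correlation the adjusted p-values were 0.0588 to 0.0896.

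The human lists shifted in each medium. The median of the human higher genes was 0.39 in Wnt-deficient (camera, adjusted p = 1.05e-05) and 0.31 in Wnt-proficient medium (adjusted p = 8.98e-07), that of the human lower genes -0.16 (adjusted p = 0.00208) and -0.17 (adjusted p = 0.000193), and that of the stem cell genes 0.28 (adjusted p = 0.000163) and 0.25 (adjusted p = 7.26e-07), all adjusted over 10 tests. With the estimated correlation none of these passed. Of stem cell genes called singly, 17 of 32 had the sign of the list in Wnt-deficient and 6 of 8 in Wnt-proficient medium. The called stem cell genes in Wnt-deficient medium thus went in both directions. For the human higher genes the counts were 13 of 16 and 1 of 2. For the human lower genes they were 11 of 15 and 3 of 3. The human organoids compared as EO-ecto and DO-ecto were grown in Wnt-deficient medium, so the human programme could change less in mouse Wnt-proficient medium. The difference itself had a median of 0.06 for the higher list (adjusted p = 0.640) and of -0.04 for the lower list (adjusted p = 0.877), whose mean was 0.05. Leaving out mouse 2 gave 0.23 for the higher list (adjusted p = 0.0149) and leaving out mouse 1 gave -0.06 (adjusted p = 0.167), so this hypothesis is neither borne out nor excluded with 2 mice per medium.

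Squamous markers were higher in Wnt-deficient medium as a list, with a median log2 fold change of 0.51 over 11 genes, 8 of them higher (camera, adjusted p = 0.0235, fry 0.00314), a call that was lost with the estimated correlation (adjusted p = 0.306) and without mouse 3 (adjusted p = 0.0855). Lor (4.80, standard error 0.22), Krt10 (3.94, standard error 0.33) and Dkk3 (3.01, standard error 0.29) were called over all probes. Adjusted over the list alone, 5 genes were called, but only 4 of them with the sign of the list. Krt5 lay between 17.77 and 17.97 (log2 intensity) on the 8 arrays and Trp63 between 13.36 and 14.51. Krt5 was near the top of the scale, where Krt14 reached 17.99 and quantile normalization makes arrays alike. Its narrow range therefore does not show equal levels. Columnar markers had a median of -1.22 over 9 tested genes and were not called as a list (adjusted p = 0.550, fry 0.238), and the median was 0.32 without mouse 4. Singly, 6 of the 9 were called, also adjusted over the list alone. Krt19 (-5.51, standard error 0.63), Krt7 (-5.10, standard error 0.88), Krt18 (-3.48, standard error 0.35) and Agr2 (-2.26, standard error 0.29) were lower in Wnt-deficient medium, and Ltf (5.88, standard error 0.98) and Gda (1.92, standard error 0.22) were higher. Lor, Krt10, Dkk3, Krt18, Krt19, Agr2 and Gda kept their limma calls and signs under all scalings and leave-outs, while Krt7 lost its call without mouse 1 (adjusted p = 0.0566) and Ltf without mouse 2 (adjusted p = 0.0516). All of these also separate the slides and the mice. By age, Lor, Krt10, Ltf, Krt7, Krt18, Krt19 and Agr2 were called between the media in both DO and EO, whereas Dkk3 and Gda were called only in EO. Of the columnar markers not called over both ages, Krt8 (lower in Wnt-deficient medium) and Psca (higher) were called in DO but not in EO.

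Of the proposed SCJ markers, Krt7, Cd63 and Agr2 were lower in all 4 Wnt-deficient arrays than in any Wnt-proficient array, with differences of -5.10, -1.90 and -2.26 (log2), and Gda was higher, by 1.92. Each had p = 0.0286 in the two-sided exact permutation test, the smallest that 4 arrays against 4 allow, and adjusted p = 0.0357 over 5 genes. Agr2 was well above background on 5 of the 8 arrays. Mmp7 was so on 0 of them and differed by 0.08 (p = 0.400 by the same exact test). With the mean of each mouse's arrays the adjusted p was 0.333 for each. With normexp scaled to the 75th percentile, Agr2 differed by -1.69 (adjusted p = 0.0571 by the exact test). With the processed signal so scaled, Agr2 differed by -4.34 (adjusted p = 0.0357). Other genes called between the media over both ages, from the list of genes named in the paper, were Fzd10 (3.70), Esr1 (2.31) and Dll1 (1.85), higher in Wnt-deficient medium, and Id3 (-5.01) and Tcf7 (-2.55), lower. These 5 kept their calls under every alternative run.

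Wnt target genes would be higher in Wnt-proficient medium if WNT3A and RSPO1 in the medium raised them. A list of 10 (Lgr5, Nkd1, Notum, Znrf3, Rnf43, Sp5, Lef1, Apcdd1, Ascl2 and Tnfrsf19), of which 8 were tested, had a median of -0.71 in Wnt-deficient minus Wnt-proficient medium, with 7 of 8 lower (camera, adjusted p = 0.108 over 10 tests, fry adjusted p = 0.0517). The list was not called, and 3 genes (Notum, Rnf43 and Tnfrsf19) were called, all lower in Wnt-deficient medium, a count that was the same adjusted over the list alone. The call of the list depends on the processing: the adjusted p was 0.0356 with the processed signal scaled to the 75th percentile and 0.0459 without the filter on dim probes, and from 0.00942 to 0.197 over leave-outs, but with normexp scaled to the 75th percentile it was 0.348, with a median of -0.12 and 5 of 8 genes lower, and with the estimated correlation it was 0.522. Axin2, which the paper gives as a downstream target of Rspo1, was not on this list and was not called over both ages. Its log2 intensity was 7.41 to 7.65 on the Wnt-proficient arrays and 6.26 to 7.34 on the Wnt-deficient arrays. It was well above background on 6 of the 8 arrays, and not on the Wnt-deficient DO arrays. The test of the list leaves the hypothesis open, and slide and mice coincide with the medium.

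The passage numbers in the sample labels bear on a statement of the paper. The paper states that WNT3A and RSPO1 were detrimental to the expansion of ectocervical organoids. In the labels, the EO arrays of Wnt-proficient medium are of passages 10 and 15, and the tissue is named as cervix. No explanation of this was tested.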
